# *Coreopsis tinctoria* Nutt. attenuates ultraviolet A photodamage by suppressing endoplasmic reticulum stress-induced apoptosis via Nrf2 crosstalk

**DOI:** 10.3389/fphar.2025.1686234

**Published:** 2025-12-12

**Authors:** Ling Liang, Xin Nie, Nan Zhao, Menggeng Li, Mingjie Li, Zhiwei Li, Man Wu, Xuanmin Wu, Cheuk-Lun Lee, Peng Shu, Jiangming Zhong

**Keywords:** Coreopsis tinctoria, photodamage, endoplasmic reticulum (ER) stress, apoptosis, UVA, nuclear factor E2-related factor 2 (Nrf2)

## Abstract

**Background:**

Solar ultraviolet A (UVA) induces skin photodamage primarily by triggering endoplasmic reticulum (ER) stress, leading to misfolded protein accumulation and apoptosis. *Coreopsis tinctoria* Nutt. [Asteraceae] (CT), a medicinal chrysanthemum with antioxidant properties, has potential protective effects against UVA-induced skin injury. This study investigates the molecular mechanisms underlying CT’s photoprotective effects, emphasizing ER stress modulation and activation of antioxidant pathways.

**Methods:**

We characterized CT metabolites using UPLC-ESI-MS/MS, identifying 1,288 metabolites with flavonoids as predominant. The anti-UVA effects of CT in human keratinocytes (HaCaT) were assessed via bulk mRNA sequencing, Western blot analysis, immunofluorescence, flow cytometry, and siRNA-mediated knockdown of Nrf2. *In vivo*, UVA-irradiated murine models received topical CT treatment, with skin damage evaluated through immunohistochemistry and histopathology.

**Results:**

CT contains numerous flavonoids that contribute to its antioxidative capacity. In UVA-exposed HaCaT cells, CT significantly reduced apoptosis, inflammatory cytokine release, and reactive oxygen species (ROS) production. It downregulated ER stress markers (CHOP, pIRE1, ATF6), preserved ER morphology, and decreased downstream apoptotic signaling. Nrf2 knockdown experiments revealed that CT’s protective effects depend on Nrf2-mediated antioxidant responses. *In vivo*, topical CT application attenuated ER stress and skin injury induced by UVA exposure.

**Conclusion:**

CT alleviates UVA-induced skin photodamage by concurrently inhibiting all three branches of ER stress and activating Nrf2-driven antioxidant defenses, thereby modulating apoptosis. These findings position CT as a promising natural agent for dermocosmetic and therapeutic strategies against UVA-mediated skin injury.

## 1 Introduction

Skin photodamage refers to the harm caused by prolonged exposure to ultraviolet (UV) radiation from the sun or artificial sources. This damage can lead to various complications, including erythema (sunburn), inflammation, phototoxic dermatitis, photosensitive dermatitis, photoaging, and cancers (Tang et al., 2021). UV radiation is categorized into long-wave UVA (320–400 nm), medium-wave UVB (280–320 nm), and short-wave UVC (100–280 nm). The ozone layer absorbs most UVC, allowing only UVA (95%) and UVB (5%) to reach the Earth’s surface (D’Orazio et al., 2013). While UVB primarily affects the epidermis, UVA penetrates deeper to damage both the epidermis and dermal fibroblasts (Battie et al., 2014), posing a greater threat to skin health. UVA causes indirect DNA damage by generating reactive oxygen species (ROS) through cellular photosensitizers (Cadet et al., 2009). It also induces DNA lesions, including oxidized bases (8-oxo-dG), abasic sites, and single-strand breaks (Greinert et al., 2012). These lesions further activate signaling cascades such as nuclear factor-kappa B (NF-κB), leading to the production of proinflammatory cytokines (Montes de Oca et al., 2017). Additionally, UVA-generated ROS can trigger programmed cell death, such as apoptosis (Tang et al., 2021). Natural photoprotective compounds offer multifaceted benefits against UV-induced damage, not only by scavenging reactive oxygen species (ROS) but also through anti-inflammatory and signaling pathway modulation (Petruk et al., 2018). Supporting this, *Cornus mas* L. extract has been shown to attenuate UVA-induced oxidative stress, suppress melanogenesis, and reduce melanoma cell viability, indicating dual photoprotective and anti-pigmentation properties (Zagórska-Dziok et al., 2024). Similarly, a purified α-glucan from *Astragalus membranaceus* mitigates UVA-induced skin injury by decreasing ROS and restoring mitochondrial function, highlighting its potential as a multifunctional skincare agent (Li et al., 2020). Thus, there is a pressing need to explore intervention strategies to mitigate UVA-induced skin photodamage.

Endoplasmic reticulum (ER) stress occurs when protein folding is disrupted and the unfolded/misfolded proteins accumulate in the ER lumen. Disruptions in ER function, whether intrinsic or extrinsic, such as redox or calcium ion imbalances, can trigger ER stress and elicit the unfolded protein response (UPR) to maintain cellular protein homeostasis (Ma and Hendershot, 2004). However, prolonged and intense stimulation can cause excessive ER stress, resulting in cell apoptosis (Hetz et al., 2020). UV exposure is a known environmental factor that triggers ER stress and activation of the UPR by inducing photochemical generation of ROS (Farrukh et al., 2014). In the context of UV-induced skin photodamage and photoaging, the ER stress pathway is further activated in human dermal fibroblasts and keratinocytes, with the extent of activation positively correlated to the rate and intensity of UV exposure (Tai et al., 2024; Komori et al., 2012). Therefore, it is crucial to explore strategies for restoring ER homeostasis and alleviating ER stress following UVA exposure.

*Coreopsis tinctoria* (CT), an annual plant thriving in high-altitude mountainous regions, is primarily found in the coastal states of the Midwest, South, and Central Atlantic, as well as in the Xinjiang area of China (Shen et al., 2021). This plant is known for its diverse therapeutic properties, including antioxidant, anti-inflammatory, anti-diabetic, and neuroprotective effects (Guo et al., 2015). These properties are attributed to its rich composition of bioactive metabolites such as flavonoids (the most prevalent class), polyacetylenes, polysaccharides, phenylpropanoids, and volatile oils (Shen et al., 2021). Recent studies have highlighted the protective effects of okanin, a chalcone extract from CT, against UVB-induced skin damage in hairless mice (Sun et al., 2024). Okanin was shown to mitigate collagen degradation, oxidative stress, and inflammation. Additionally, marein, another chalconoid abundantly present in CT, inhibits NF-κB signaling activation in RAW264.7 *in vitro* (Li et al., 2022). Despite these findings, research on the efficacy of CT extracts in protecting against UVA-induced skin damage remains limited. In this study, we investigated the protective effects of CT against UVA-induced photodamage in human keratinocytes (HaCaT) via alleviating the ER stress and apoptosis. This conclusion is supported by metabolite profiling using UPLC-ESI-MS/MS and validated through a series of experiments ranging from *in vitro* assays in HaCaT cells—including bulk mRNA sequencing, Western blot, immunofluorescence, flow cytometry, and Nrf2 knockdown—to *in vivo* models assessed by immunohistochemistry.

## 2 Materials and methods

### 2.1 Preparation of bioactive metabolites from CT

The raw material, *Coreopsis tinctoria* Nutt. [Asteraceae] (CT) flower, was obtained from Guangxi Yifeng Pharmaceutical Co., Ltd (Guangxi, China). Fifteen kilograms of dried CT flowers were placed in an extraction tank with 300 L of purified water and extracted at 80 °C for 2 h. The first extraction solution was collected by filtration. An additional 225 L of purified water was added, and extraction was repeated for another 2 h to obtain the second extraction solution.

Both solutions were combined, centrifuged to remove insoluble impurities, and the supernatant was filtered through a 0.45 μm ceramic membrane (Plumem, Anhui, China). The permeate underwent ultrafiltration with a 5 kDa hollow fiber membrane, followed by nanofiltration with a 200 Da membrane to enrich total flavonoids and remove plant pigments. The retentate was concentrated under reduced pressure and dried, yielding 3.5 kg of CT extract. The extraction yield was 23.3% (w/w) on a dry weight basis (3.5 kg dry extract from 15 kg dry weight of plant material).

### 2.2 UPLC-ESI-MS/MS analyses of CT metabolites

For metabolomics analysis of the CT extract, the sample extracts were analyzed using an UPLC-ESI-MS/MS system (ExionLC™ AD, SCIEX) coupled with a QTRAP mass spectrometer. Chromatographic separation was performed on an Agilent SB-C18 column (1.8 µm, 2.1 × 100 mm) maintained at 40 °C. The mobile phase consisted of (A) 0.1% formic acid in water and (B) 0.1% formic acid in acetonitrile, delivered at a flow rate of 0.35 mL/min with the following gradient program: 0–1 min, 5% B (v/v); 1–9 min, 5%–95% B; 9–10 min, hold for 1 min, 95% B; 10–11 min, decreased to 5% B; 11–25 min, 5% B (equilibration). The injection volume was 2 μL.The ESI source was operated at 500 °C with ion spray voltages of 5500 V (positive mode) and −4500 V (negative mode). Gas parameters were set as follows: ion source gas I (50 psi), gas II (60 psi), and curtain gas (25 psi). The collision-activated dissociation was set to high. MRM experiments were performed with nitrogen as collision gas (medium setting), with optimized declustering potential (DP) and collision energy (CE) for individual transitions. Specific MRM transitions were monitored according to metabolite elution profiles.

For the quantitative analysis of representative metabolites in CT extract, a UPLC-MS/MS system was used, consisting of a Waters ACQUITY UPLC H-Class (Waters, America) and a Sciex QTRAP 4500 (Sciex, America). A C18 column (2.1 × 150 mm, 2.5 μm) was used with a mobile phase composed of solvent A (methanol) and solvent B (water) under the following gradient elution program: 0–2 min, 10% A; 2–6 min, 10%–80% A; 6–8 min, 80%–10% A; 8–10 min, 10% A, at a flow rate of 0.3 mL/min and column temperature of 30 °C. Mass spectrometric detection was performed in negative electrospray ionization (ESI-) mode with the ion spray voltage set at −4500 V, GS1 at 50.0, GS2 at 55.0, curtain gas at 40.0, source temperature at 550 °C, and collision activated dissociation (CAD) at medium pressure. The selected reaction monitoring (SRM) transitions were as follows: chlorogenic acid (353 > 190.9), flavanomarein (449 > 286.8), taxifolin (303 > 285), okanin (287 > 134.9), marein (449 > 286.9), and isookanin (287 > 134.9). The selected reaction monitoring (SRM) transitions were as follows: gallic acid (169 > 124.8), caffeic acid (179 > 135), vanillic acid (167 > 107.9), myricetin (317 > 150.9), quercetin (301 > 150.8), butein (271 > 134.9), luteolin (285 > 132.9), kaempferol (285 > 159), apigenin (269 > 116.8), chlorogenic acid (353 > 190.9), flavanomarein (449 > 286.8), taxifolin (303 > 285), okanin (287 > 134.9), marein (449 > 286.9), and isookanin (287 > 134.9). The metabolites in the samples were analyzed both qualitatively and quantitatively by using Analyst software 1.7.3 (SCIEX, America) and SCIEX OS.

### 2.3 Cell culture and UVA radiation

Human keratinocyte cell line HaCaT was sourced from EK-Bioscience, China. The cells were seeded in a 6-well plate and cultured in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin (P/S, Gibco) in a humidified atmosphere containing 5% CO_2_ at 37 °C. Prior to UVA irradiation, the cells were washed and then overlaid with 1 mL of phosphate-buffered saline (PBS). The HaCaT cells were then exposed to UVA radiation (365 nm) for 300 s at a dose of 5 J/cm^2^ using a UVA crosslinker (UCL-3500L, Luyor), followed by treatment with specified concentrations (50 μg/mL, 100 μg/mL) of CT extracts (Chen et al., 2006). Control groups underwent the same medium change schedule without UVA irradiation.

### 2.4 Cell viability assay

HaCaT cells were seeded into 96-well plates and subjected to the indicated treatments. Cell viability was performed as reported previously using the Cell Counting Kit-8 (CCK8) (Beyotime, C0043) (Zhong et al., 2025). Briefly, 1 mL of 2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2H-tetrazolium monosodium salt was added to each well, and the plates were incubated at 37 °C for 2 h. Absorbance was measured at 450 nm with a reference wavelength of 650 nm, and the results were normalized to those of the control groups.

### 2.5 Cell apoptosis assay

The apoptosis ratio was analyzed as reported previously using the Annexin V-FITC Apoptosis Detection Kit (Beyotime, C1062L) (Zhong et al., 2025). Cells were harvested and resuspended in a buffer containing Annexin V-FITC and propidium iodide (PI) according to the manufacturer’s instructions. Flow cytometry analysis was performed using a flow cytometer (Beckman, CytoFlex, United States of America), and data were analyzed with CytExpert software (Beckman, United States of America).

### 2.6 Total RNA extraction and quantitative PCR (qPCR) analysis

Total RNA was extracted from the cells using the TransZol Up Plus RNA Kit (Transgen). The extracted RNA was then reverse-transcribed into cDNA using the 5X Evo M-MLV RT Reaction Mix (Agbio, AG11728). The resulting cDNA products were used as quantitative PCR (qPCR) analysis templates. The qPCR reactions were performed using the SYBR Mix (Yeasen, 11202 ES). The sequences of the primer pairs used in the qPCR analysis are provided in Table 1.

**TABLE 1:** Primer sequences used for qPCR analysis.

Gene	Forward primer (5'→3′)	Reverse primer (5'→3′)
β-Actin	CAT​GTA​CGT​TGC​TAT​CCA​GGC	CTC​CTT​AAT​GTC​ACG​CAC​GAT
IL-6	ACT​CAC​CTC​TTC​AGA​ACG​AAT​TG	CCA​TCT​TTG​GAA​GGT​TCA​GGT​TG
IL-1β	ATG​ATG​GCT​TAT​TAC​AGT​GGC​AA	GTC​GGA​GAT​TCG​TAG​CTG​GA
TNF-α	CCT​CTC​TCT​AAT​CAG​CCC​TCT​G	GAG​GAC​CTG​GGA​GTA​GAT​GAG

### 2.7 Western blot analysis

Total cellular proteins were extracted using RIPA buffer (Beyotime, P0025) with the application of proteasome inhibitor (MG-132, MCE, United States). Protein extracts were then denatured by 5× SDS loading buffer (Beyotime, P0015L), separated by SDS-PAGE, and transferred to PVDF membrane (Millipore, IPVH00010). The membranes were blocked with 5% non-fat milk and incubated with the following primary antibodies: IRE1 (phospho S724) (Abcam, ab124945); CHOP (Proteintech,15204-1-AP); NRF2 (Proteintech, 16396-1-AP); ATF6 (Proteintech, 24169-1-AP); PERK (phospho Thr982) (Proteintech, 82534-1-RR); eIF2α(phospho Ser51) (Proteintech, 68023-1-Ig); GADD34 (Proteintech, 10449-1-AP); Caspase9 (Proteintech, 10380-1-AP); Cleaved caspase3 (Proteintech, 25128-1-AP); JNK (Proteintech, 51153-1-AP); JNK (phospho Tyr185) (Proteintech, 80024-1-RR); Bax (Proteintech, 50599-2-Ig); BCL2 (Proteintech, 60178-1-Ig); HO-1 (Proteintech, 10701-1-AP); β-Actin (Proteintech, 20536-1-AP); Horseradish peroxidase (HRP)-conjugated goat anti-rabbit and anti-mouse secondary antibodies were applied (Jackson, 111-035-003 and 115-035-003). The bands were visualized by super-sensitive ECL luminescence reagent (Meilunbio, MA0186-2), and the images were captured using an eBlot system (Genscript). ImageJ (NIH, United States) was applied to analyze the gray density to quantify protein expression.

### 2.8 ER-tracker

ER-Tracker Green kit (Beyotime, C1042S) was used to visualize the endoplasmic reticulum. Cells were cultured in a 24-well plate with glass coverslips. After treatment, diluted ER tracker was incubated with cells for 30 min at 37 °C. The cells were then washed for two times and nuclei were counter-stained with DAPI (Roche, United States). The glass coverslips were removed and cell images were taken on a fluorescent microscope (DMi8, Leica, Germany).

### 2.9 Immunofluorescence staining

Cells were fixed in 4% (v/v) paraformaldehyde for 10 min for immunofluorescence staining. The cells were permeabilized with 0.5% (v/v) Triton X-100 for 10 min and subsequently blocked with 5% (v/v) BSA for 1 h at room temperature. Following three washes with PBS, the cells were incubated overnight at 4 °C with the primary antibody CHOP (Proteintech,15204-1-AP). Afterward, they were incubated for 1 h at room temperature with an Alexa Fluor 488-conjugated goat anti-rabbit secondary antibody (Life Technologies). Nuclei were counterstained with DAPI (Beyotime, China). Cell images were captured using a fluorescent microscope (DMi8, Leica, Germany).

### 2.10 Mitochondrial membrane potential assay

Cells were collected and incubated using an Enhanced Mitochondrial Membrane Potential Assay Kit with the cyanine dye JC-1 (5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenzimi- dazolylcarbocyanine iodide, Beyotime, C2003S) according to the manufacturer’s protocol. Briefly, HaCaT cells (5 × 10^5^) were harvested and washed with PBS. The cells were then incubated with the JC-1 probe at 37 °C in the dark for 30 min. Following incubation, the cells were washed three times with JC-1 staining buffer.

The mitochondrial membrane potential was assessed using a microplate reader (Tecan Infinite E PLEX, Switzerland). For detection of the JC-1 monomer, the excitation wavelength was set to 490 nm and the emission wavelength to 530 nm. For detection of JC-1 polymers, the excitation wavelength was set to 525 nm and the emission wavelength to 590 nm.

### 2.11 Bulk mRNA sequencing

HaCaT cells were treated as described earlier. Total RNA was extracted using TRIzol™ Reagent (Gibco, 15596026CN) according to the manufacturer’s protocol. VAHTS mRNA capture beads attached to Oligo (dT) were used to enrich and purify eukaryotic mRNA. RNA was fragmented to 250-450 bp and converted into a cDNA library. The quality of the library was evaluated using Qubit 4.0, LabChip, or FA and ABI QuantStudio 12K quantitative QPCR. RNA-seq was performed using the Illumina Novaseq™ 6000 platform. Gene abundance was quantified using FPKM (fragments per kilobase of exon model per million mapped reads). For differential and significant gene expression analysis, threshold for significantly upregulated changes was set at a fold change (FC) > 2 with a statistically significant p-value <0.05, while significantly downregulated changes were defined as FC < −2 with a p-value <0.05.

### 2.12 Transient transfection with Nrf2 siRNA

NRF2 knockdown in HaCaT cells was performed using Lipofectamine™ 3,000 Reagent (Invitrogen, L3000015) with the following siRNA sequences: sense 5'→3′GGU​UGA​GAC​UAC​CAU​GGU​UTT, antisense 5'→3′AAC​CAU​GGU​AGU​CUC​AAC​CAG. Briefly, cells were seeded to reach 70%–90% confluency at transfection. Lipofectamine™ 3,000 reagent was diluted in Opti-MEM Medium and mixed. The siRNA was diluted in Opti-MEM Medium (Gibco, 31,985,070), then P3000™ Reagent was added and mixed. The diluted siRNA was combined with diluted Lipofectamine™ 3,000 Reagent and incubated for 20 min at room temperature. The siRNA-lipid complexes were added to cells for 24 h, after which the medium was replaced with DMEM (high glucose) or other treatments.

### 2.13 Animal

BALB/c mice (male, 18–22 g, 6 weeks) were obtained from BesTest Bio-Tech Co,.Ltd (China) and maintained under standard laboratory conditions in compliance with the Guidelines for the Care and Use of Laboratory Animals (GB/T 16886.2–2011) (Animal Ethics Approval code: K2025-02-171-046; the animal use permit number: SCXK (Guangdong) 2020-0051). The animals were housed in a conventional animal facility with a controlled 12-h light/dark cycle. Room temperature was maintained at 18 °C–26 °C, and relative humidity was regulated between 40% and 70%, with daily monitoring to ensure stability.

### 2.14 UVA mice model establishment and CT treatment

BALB/c mice were randomly divided into three experimental groups (n = 6 per group): Control Group, UVA-Treated Group, and UVA + CT-Treated Group. After a 5-day acclimatization period, the dorsal hair of the mice was shaved to expose a 3 × 3 cm^2^ treatment area. The UVA irradiation time (T) was calculated to deliver a cumulative dose of 5 J/cm^2^ using a UVA irradiation device (365 nm) (Beijing Aerospace Hong Da Optoelectronics Technology Co., Ltd., Model AHD-500W-T/2/500W). The calculation was performed using the formula: T (s) = Total irradiation dose (J/cm^2^) ÷ Irradiation area (cm^2^) ÷ Irradiation intensity (μW/cm^2^) × 1,000. Mice in the experimental groups received daily UVA exposure for 7 consecutive days to establish the photodamage model. Drug administration was performed 30 min post-UVA irradiation from day 8 to day 14. The UVA-Treated Group received no additional treatment, while the UVA + CT-Treated Group was topically administered 0.3 g of a 1% CT-containing formulation once daily. The composition of the formulation containing 1% CT is shown in Supplementary Figure S1B.

### 2.15 Hematoxylin and eosin (H&E) staining and Masson staining

After 14 days of irradiation, the central area of the skin from mice was harvested and fixed in 4% paraformaldehyde solution (Beyotime, P0099). Subsequently, the tissue was dehydrated using an automated tissue processor (LEICA, ASP300S), embedded with a tissue embedding machine (Taiva, TB-718E), and sectioned into 5 µm using a semi-automatic rotary microtome (LEICA, Histo Core MULTICUT). The sections were then mounted and dried using a thermostatic slide warmer/dryer (Taiva, TK-218II). Hematoxylin and eosin (H&E) staining as well as Masson’s trichrome staining were performed using a staining machine (Taiva, TR-180I).

### 2.16 Immunohistochemical staining

After dewaxing with xylene (Macklin, X821391), the slides were subjected to ethanol (XIHUA, 1000874) gradient rehydration, followed by heat-induced antigen epitope retrieval using Tris-EDTA antigen retrieval buffer (Proteintech, PR30002). After incubation with an endogenous peroxidase blocker (ZSGB-BIO, PV-6000), the slides were blocked with 3% BSA for 1 h. Primary antibodies against NRF2 (Proteintech, 16396-1-AP), Caspase12 (Proteintech, 55238-1-AP), and CHOP (Proteintech, 15204-1-AP) were incubated overnight at 4 °C at a dilution of 1:200 each. The secondary antibody, HRP-conjugated goat anti-mouse/rabbit IgG polymer (ZSGB-BIO, PV-6000), was incubated for 20 min at 37 °C. DAB chromogenic reagent kit (ZSGB-BIO, ZLI-9017) was used for color development, and the cell nuclei were counterstained with hematoxylin (Beyotime, C0105). Images were captured using a microscope (DMi8, Leica, Germany).

### 2.17 Statistical analysis

Statistical analysis was performed using GraphPad Prism (version 9.0; GraphPad Software Inc.). The significance of differences in variables between groups was assessed using one-way analysis of variance (one-way ANOVA). The Tukey method was used to adjust multiple comparisons. The data are expressed as the means ± standard deviations, all statistical tests were two-sided, and p < 0.05 was considered statistically significant; *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.18 Free radical scavenging activity

The radical scavenging activity of CT extract was determined using the ABTS assay, which was performed according to a previously reported method (Re et al., 1999). Briefly, 7.4 mM ABTS and 2.4 mM potassium persulfate solutions were mixed in a 1:1 ratio and incubated overnight at room temperature to generate ABTS radicals. Before use, the ABTS solution was diluted with distilled water until its absorbance (OD) at 734 nm reached 0.70 ± 0.02. Different concentrations of CT extract (0–400 μg/mL) were then mixed with the ABTS solution, transferred to a 96-well plate, and incubated for 6 min at room temperature. Absorbance was measured at 734 nm. The ABTS scavenging effect was calculated using the following formula:

$$\text{ABTS scavenging effect }\left(\%\right)=\left[\left(A_{0}-A_{1}\right)/A_{0}\right]\times 100$$

where A_0_ is the absorbance of ABTS, and A_1_ is the absorbance of samples.

### 2.19 Cellular ROS production detection

Cellular ROS production was measured using the Reactive Oxygen Species Assay Kit (Beyotime, S0033M). Briefly, DCFH-DA was diluted with PBS at a 1:1,000 ratio to obtain a final concentration of 10 µM. After removal of the cell culture medium, an appropriate volume of the diluted DCFH-DA was added to cover the cells, followed by incubation at 37 °C for 20 min in a cell culture incubator. Subsequently, the cells were washed three times with PBS. The ROS level was measured using a microplate reader (Tecan Infinite E PLEX, Switzerland) with excitation and emission wavelengths set at 490 nm and 525 nm. Quercetin (ShanghaiyuanyeBio-Technology, A10009) was used as a positive control at a concentration of 20 μM according to a previously reported (Zhu et al., 2017).

## 3 Results

### 3.1 Characterization of the CT extract

By applying a UPLC-ESI-MS/MS system for total metabolomics analysis in CT exract, a total of 1,288 metabolites were identified from both positive and negative ionization modes (Supplementary Table S1). Especially, flavonoids were the most predominent metabolites with 724 were characterized. Other metabolites included 380 phenolic acid, 150 lignans and coumarins, 28 tannins and 6 others (Figure 1A). Compared with the metabolites previously identified in other CT samples, our study substantially enriches the understanding of the types and constituents of metabolites in CT (Wang et al., 2022). As shown in Figure 1B and Table 2, we further characterized 15 representative metabolites in comparison with pure standards. Despite differences in the botanical origins of CT and the extraction methods used, our analysis identified the same compounds—including chlorogenic acid, caffeic acid, vanillic acid, taxifolin, isookanin, marein, myricetin, quercetin, butein, luteolin, kaempferol, and apigenin—as those reported in CT extracts by other researchers (Wang et al., 2022) (Ma et al., 2022; Jiang et al., 2022).

**FIGURE 1:**
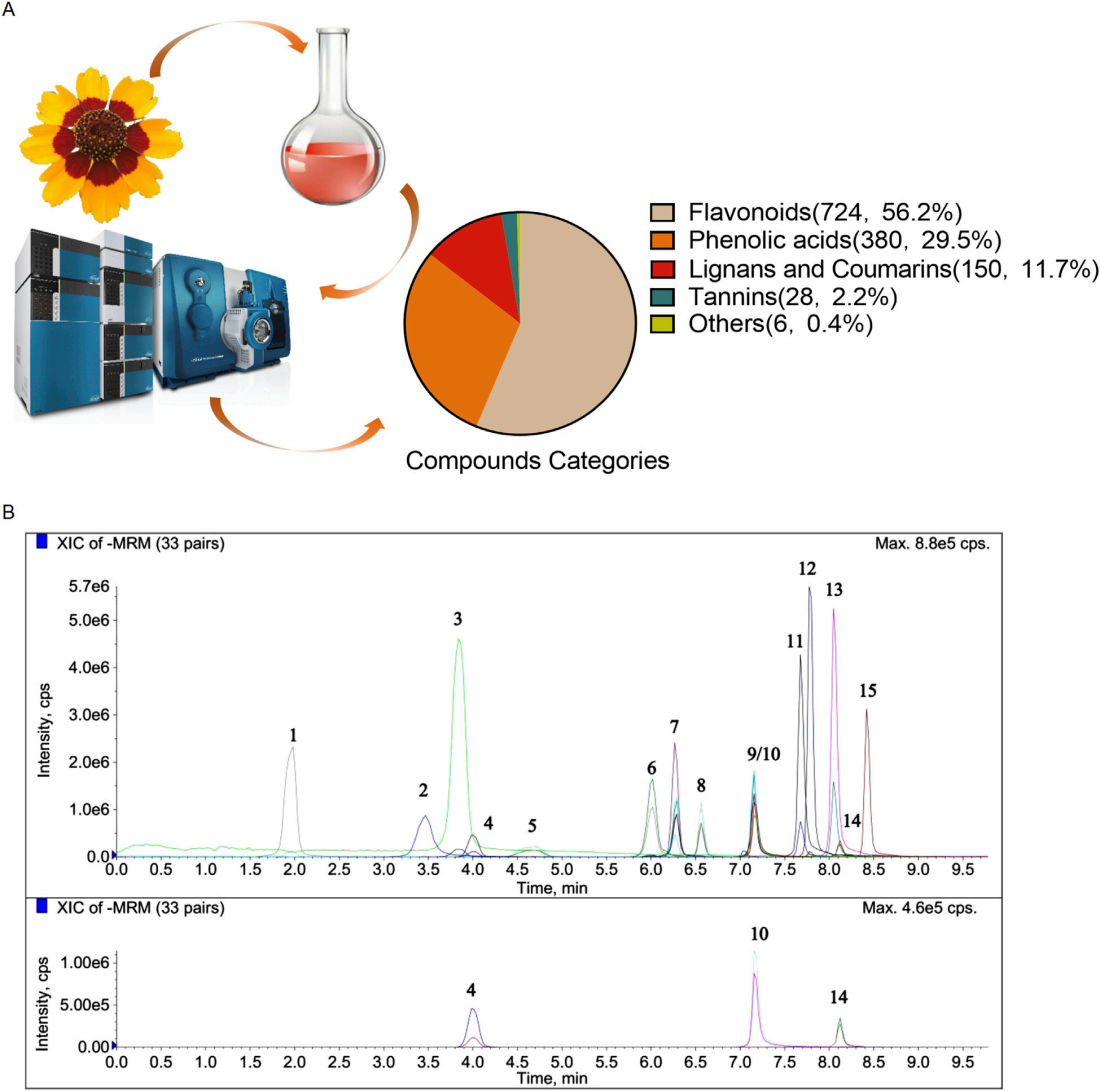
Characterization of the CT extract. **(A)** Schematic representation of the experimental design to characterize CT metabolites by UPLC-ESI-MS/MS. **(B)** Chromatogram analysis of CT metabolites using the UPLC-MS/MS method.

**TABLE 2:** Name of the metabolites with their molecular formulas, calculated molecular weight, mass to charge (*m*/*z*) ratios, retention times, peak area and the content in the extract of the representative metabolites.

Number	Name	Formula	Calc. MW	m/z	RT (min)	Area	Content in the extract (mg/g)
1	Gallic acid	C7H6O5	170.12	169	2.02	201,000	0.0108
2	Chlorogenic acid	C16H18O9	354.31	353	3.61	373,000	3.620
3	Caffeic acid	C9H8O4	180.16	179	3.99	618,000	0.156
4	Vanillic acid	C8H8O4	168.149	167	4.13	68,500	0.0225
5	Flavanomarein	C21H22O11	450.39	449	4.91	3,030,000	69.600
6	Taxifolin	C15H12O7	304.25	303	6.11	857,000	0.936
7	Isookanin	C15H12O6	288.3	287	6.34	1,560,000	20.200
8	Marein	C21H22O11	450.39	449	6.60	18,200,000	40.100
9	Okanin	C15H12O6	288.25	287	7.18	32,800,000	4.100
10	Myricetin	C15H10O8	318.24	317	7.19	67,200	0.126
11	Quercetin	C15H10O7	302.24	301	7.69	743,000	0.386
12	Butein	C15H12O5	272.25	271	7.79	470,000	0.175
13	Luteolin	C15H10O6	286.24	285	8.06	411,000	0.180
14	Kaempferol	C15H10O6	286.24	285	8.13	35,300	0.0069
15	Apigenin	C15H10O5	270.24	269	8.43	196,000	0.00667

### 3.2 CT protects HaCaT cells against UVA-induced photodamage

To assess the cell viability of HaCaT cells following UVA-induced photodamage with/without CT treatment, we performed a CCK-8 assay. HaCaT cells were exposed to UVA radiation (5 J/cm^2^) and treated with various concentrations of CT (50 and 100 μg/mL). As illustrated in Figure 2A, treatment with 50 μg/mL and 100 μg/mL of CT was chosen to conduct the following experiments as the cell viability after UVA exposure was above 80% and had no significant difference with the control group.

**FIGURE 2:**
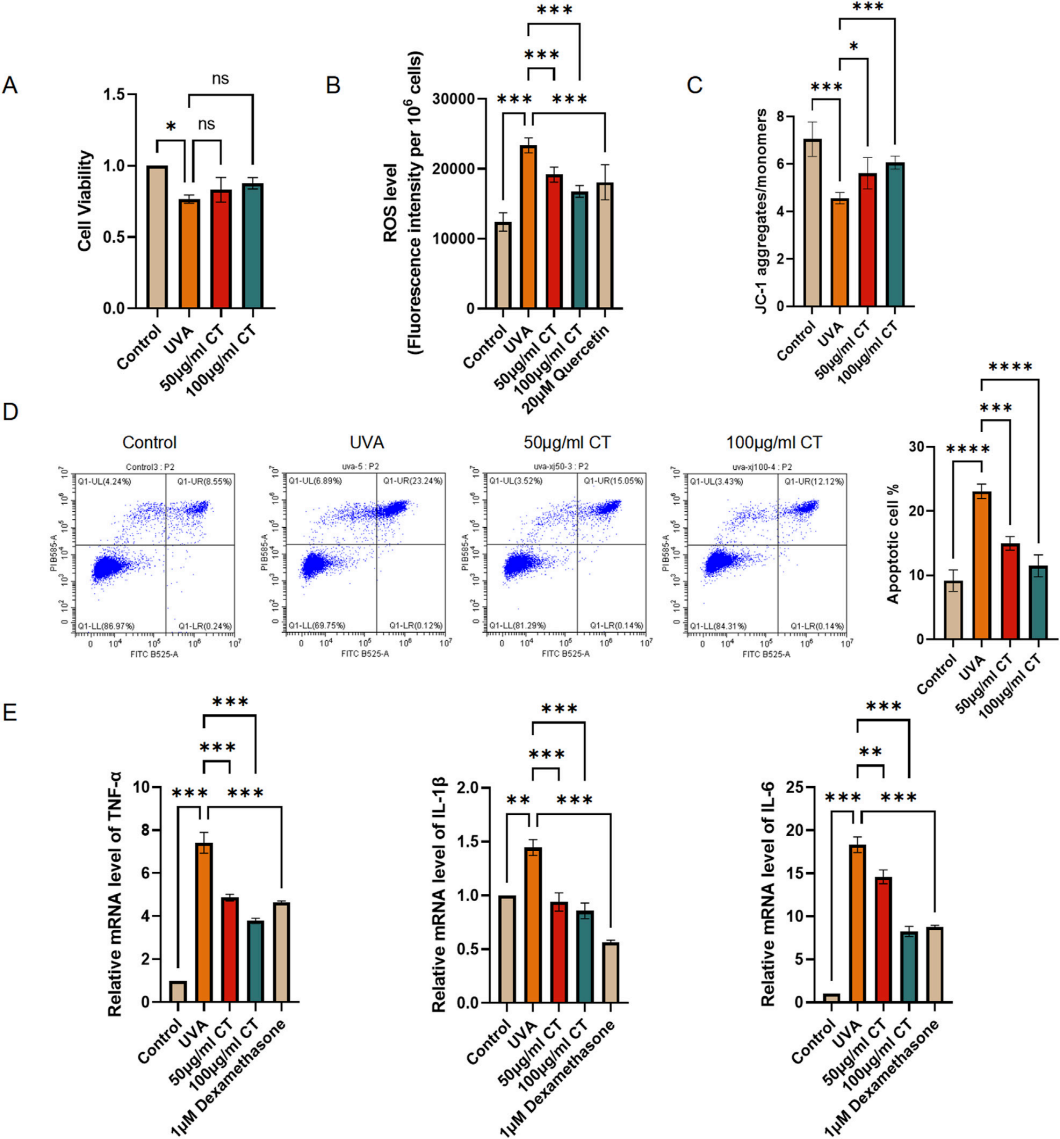
CT extract protects HaCaT cells against UVA-induced photodamage. HaCaT cells were subjected to UVA (5 J/cm^2^) radiation and then treated with the indicated concentrations of extraction from CT. **(A)** CCK-8 assay was performed to determine cell viability in different treatments. **(B)** ROS level was determined in different treatments. **(C)** JC-1 assessing mitochondrial membrane potential was determined in different treatments. **(D)** Flow cytometry analysis was performed to determine cell apoptosis. Quantification of the percentage of apoptotic cells in different treatments. **(E)** RT-qPCR assays were performed to determine the mRNA levels of IL-1β, IL-6, and TNF-α. N = 4. *p ≤ 0.05; **p ≤ 0.01, ***p ≤ 0.001.

UVA radiation is known to generate ROS and decrease mitochondrial membrane potential, leading to oxidative stress, cellular damage, and eventually apoptosis (Jaszewska et al., 2013). To further investigate the effects of CT, we measured ROS production, alterations in mitochondrial membrane potential, and cellular apoptosis in response to UVA exposure. Our findings indicated that both 50 and 100 μg/mL of CT effectively reduced intracellular ROS levels in UVA-irradiated HaCaT cells, with efficacy comparable to the positive control quercetin (Figure 2B). Meanwhile, the *in vitro* biochemical assay, ABTS, demonstrated that CT itself possesses potent inherent antioxidant activity (Supplementary Figure S1A). Additionally, mitochondrial depolarization, indicated by a decrease in the aggregate/monomer ratio from the JC-1 assay, was reversed by treatment with 50 and 100 μg/mL of CT, restoring mitochondrial membrane potential (Figure 2C). Furthermore, apoptosis assays demonstrated that both 50 and 100 μg/mL of CT mitigated UVA-induced apoptosis in HaCaT cells (Figure 2D).

Previous studies have indicated that UV-induced photodamage is linked to the release of inflammatory molecules such as IL-1β, IL-6, and TNF-α from epidermal keratinocytes (Ansary et al., 2021). To explore this further, we examined the impact of CT and positive control dexamethasone (1 μM) on inflammatory cytokine levels (Li et al., 2016). As shown in Figure 2E, the mRNA levels of IL-1β, IL-6, and TNF-α were significantly reduced in HaCaT cells treated with 100 μg/mL of CT compared to UVA-irradiated HaCaT cells without CT treatment.

Taken together, our findings suggest that CT protects HaCaT cells from UVA-induced photodamage via mechanisms involving the modulation of ROS levels, mitochondrial membrane potential, apoptosis, and the release of inflammatory cytokines.

### 3.3 mRNA sequencing for the effects of CT on UVA-irradiated response in HaCaT

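RNA of HaCaT cells, a line of immortalized human keratinocytes, was sequenced from 3 groups with 3 libraries each. Control cells were compared with cells irradiated with UVA at 5 J/cm² and with cells that received the same UVA dose and CT, the extract of Coreopsis tinctoria. The CT dose is known from the paper alone, because the sample labels give none. The authors captured mRNA on oligo(dT) beads, sequenced it on an Illumina NovaSeq instrument and deposited a table of whole-number counts, not normalized, for 61311 genes. The submitters' processing notes name bcl2fastq, fastp 0.23.2 and the genome build GRCh38. The aligner, the counting program and its annotation are not given in the sources used here. The paper's methods describe gene abundance in FPKM, whereas the values used here are the counts. The control libraries held 19324311, 18482070 and 17053246 counts, the UVA libraries 17830208, 16390289 and 19527286, and the UVA and CT libraries 20781797, 20129928 and 21971215. Of the genes listed, 29141 had a count in at least 1 library and 15154 passed edgeR's filter on low counts and were tested. Counts were scaled by TMM, and each comparison of groups was tested with edgeR's quasi-likelihood test fitted to all 9 libraries, with p-values adjusted by the Benjamini-Hochberg method. Amounts are given as CPM, a gene's counts scaled by TMM to libraries of a common size, with the mean ± SD of the 3 libraries of a group, and gene positions refer to GRCh38. The common biological coefficient of variation was 0.0584. Counts of replicate libraries differed by more than counting error, with a chi-square per degree of freedom of 2.83 to 7.52 over the pairs of replicates. Neither the paper nor the labels say that the replicates came from separate cultures, so the p-values measure only the spread between these samples.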

We conducted mRNA sequencing on the following groups: UVA-irradiated HaCaT cells, 100 μg/mL of CT -treated UVA-irradiated HaCaT cells, and control HaCaT cells. As shown in Figures 3A,B, UVA exposure induced 4,015 differentially expressed genes (DEGs) compared to the control group. 

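After UVA irradiation, ETV5, IL1A and some other inflammatory genes were higher than in control cells, and most of the genes of mitosis tested were lower. ETV5, a transcription factor of the ETS family on chromosome 3 from 186046314 to 186109089, rose from 7.07 ± 4.22 to 34.5 ± 2.10 CPM (SD, n = 3 libraries per group), a log2 fold change of 2.26 (standard error 0.35, adjusted p = 0.00608 from edgeR's quasi-likelihood test). IL1A, which encodes the cytokine interleukin-1 alpha and lies on chromosome 2 from 112773925 to 112784493, rose from 15.6 ± 4.11 to 56.1 ± 5.64 CPM (log2 fold change 1.84, standard error 0.22, adjusted p = 0.00174). HPGD, whose product degrades prostaglandins, fell from 103 ± 29.03 to 33.4 ± 2.98 CPM (log2 fold change -1.62, standard error 0.25, adjusted p = 0.00627). TOP2A, the topoisomerase that untangles DNA before mitosis, on chromosome 17 from 40388525 to 40417896, fell from 1623 ± 133 to 1041 ± 6.66 CPM (log2 fold change -0.64, standard error 0.05, adjusted p = 1.00e-06). Among the other large changes, ETV4, a further ETS factor, rose by 1.63 on the log2 scale, the small MAF protein MAFF by 1.31 and the insulin signalling adaptor IRS2 by 1.31. The growth factor receptor FGFR3 had a log2 fold change of -1.52 and the phosphatase ALPP of -1.39.

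Of 23 AP-1 and immediate early genes, which respond quickly to growth factors and stress, 14 rose and 0 fell in edgeR, with 16 higher when adjusted over the list alone; at an unadjusted p under 0.05, 1 was lower, and DESeq2 and limma-voom called 0 lower. Members of this list were HBEGF, a ligand of the EGF receptor (log2 fold change 1.18, standard error 0.13, adjusted p = 9.87e-06), the MAP kinase phosphatase DUSP4 (1.38) and PHLDA1 (0.64). Of 25 inflammatory genes tested, 10 rose and 1, CSF1, chosen after its value was seen, fell (12 and 2 when adjusted over the list alone), with 2 lower without control replicate 1. The NF-κB subunit NFKB2 had a log2 fold change of 0.85 (adjusted p = 9.95e-06) and the chemokine CCL2 of 0.82 (adjusted p = 0.000209). Of 36 genes of G2/M and mitosis, 27 fell and 0 rose in edgeR, with 30 lower when adjusted over the list alone; 0 were higher at an unadjusted p under 0.05, and DESeq2 and limma-voom each called 26 lower and 0 higher. The proliferation marker MKI67, on chromosome 10 from 128096659 to 128126423, fell from 1148 ± 41.2 to 829 ± 7.80 CPM (adjusted p = 1.95e-07), and the log2 fold change of the mitotic kinase CDK1 was -0.45. Of 29 interferon-stimulated genes, 10 fell, among them PARP9 (-0.52), and 1, IFIT2, rose, the same numbers as when adjusted over the list alone. Tested as sets with camera at a preset correlation of 0.01, these lists had adjusted p = 2.80e-06, 0.000155, 3.57e-13 and 0.0260 in the order given. These calls were lost with an estimated correlation, with adjusted p = 0.441 for the AP-1, inflammatory and mitosis lists and adjusted p = 0.668 for the interferon list. Camera tests a list against the other genes, while the test fry sets it against no change. By fry the lists had adjusted p = 0.00459, 0.00648, 0.00180 and 0.0507 in the same order. CD68, a marker of macrophages that other cells also express, was higher after UVA (log2 fold change 0.79, adjusted p = 0.000115), and the fibroblast collagen COL3A1 was lower (-1.51, adjusted p = 0.0212, up to 0.138 and not past the test without control replicate 3 or UVA replicate 2 or 3).

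In all, 3202 of 15154 genes changed at an adjusted p under 0.05, 1592 higher and 1610 lower, with a median absolute log2 fold change of 0.32, and 230 of them changed more than 2-fold. At the thresholds of the paper's methods, an unadjusted p under 0.05 and a fold change over 2, there were 334 DEGs, 148 higher and 186 lower. With no filter on low counts this number was 807, and with at least 10 counts in every library it was 137.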

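CYP1A1, CYP1B1, AKR1C1 and AKR1C2 and a number of proteasome subunits were higher in CT-treated UVA-irradiated cells than in control cells, and most of the genes of mitosis tested were lower. CYP1A1, a cytochrome P450 induced through the aryl hydrocarbon receptor, on chromosome 15 from 74719542 to 74725528, rose from 8.39 ± 1.89 CPM in control cells to 53.4 ± 18.8 CPM (SD, n = 3 libraries per group), a log2 fold change of 2.67 (standard error 0.31, adjusted p = 0.00105 from edgeR's quasi-likelihood test). CYP1B1, a related P450, rose from 20.3 ± 2.45 to 83.4 ± 27.7 CPM (log2 fold change 2.04, standard error 0.25, adjusted p = 0.00145). The aldo-keto reductases AKR1C1 (1.97) and AKR1C2 (1.49), near-identical genes that can share reads, rose as well. FOSL1, a subunit of AP-1, had a log2 fold change of 2.64 (adjusted p = 0.00316). Among the largest falls were TMT1A, a thiol methyltransferase (-2.31, adjusted p = 6.75e-05), and ATP6V1B1, a subunit of the vacuolar proton pump (-2.65, adjusted p = 0.00933).

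Of 32 proteasome subunits and assembly factors, 24 were higher than in control cells and 0 lower in edgeR (25 higher when adjusted over the list alone), with 0 lower at an unadjusted p under 0.05 and 0 lower by DESeq2 and limma-voom. The assembly factor POMP had a log2 fold change of 0.43 (standard error 0.05, adjusted p = 5.74e-06) and PSMB7 of 0.31 (standard error 0.05, adjusted p = 5.70e-05). Without UVA and CT replicate 3, 10 subunits were higher. The set had adjusted p = 1.69e-06 by camera, adjusted p = 0.704 with an estimated correlation and adjusted p = 0.0302 by fry. Of the genes of G2/M and mitosis, 25 were lower and 1, MAD2L1, chosen after its value was seen, was higher than in control cells (27 and 1 when adjusted over the list alone). That set had adjusted p = 2.32e-10 by camera, adjusted p = 0.290 with an estimated correlation and adjusted p = 0.000757 by fry. The macrophage marker CD68 was also higher in this comparison (log2 fold change 0.65), and COL3A1 was lower (-2.10), while all fibroblast markers together held 19 to 59 counts per library.

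Between irradiated cells with and without CT, NMRAL2P, a transcribed pseudogene on chromosome 3 from 185959943 to 185980877, rose from 15.8 ± 1.86 to 35.7 ± 3.53 CPM (log2 fold change 1.17, standard error 0.09, adjusted p = 1.13e-07). BNIP3, a mitophagy receptor induced by hypoxia, on chromosome 10 from 131967684 to 131981923, rose from 12.4 ± 0.734 to 27.7 ± 2.86 CPM (log2 fold change 1.15, standard error 0.10, adjusted p = 1.91e-07). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, fell from 43.1 ± 1.87 to 26.6 ± 3.65 CPM (log2 fold change -0.70, standard error 0.09, adjusted p = 9.76e-05). ECM2, a matrix protein, had a log2 fold change of -0.92 (adjusted p = 0.00423), and its adjusted p was 0.0510 without UVA replicate 2.

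At an adjusted p under 0.05, 4517 genes differed between CT-treated and control cells, 2372 higher and 2145 lower, and 236 between CT-treated and UVA-irradiated cells, 143 higher and 93 lower. Scaled by library size alone, the latter comparison gave 233 genes, 117 higher and 116 lower. The 236 genes became 111, 95 and 124 without UVA replicate 1, 2 and 3, and 372, 115 and 120 without UVA and CT replicate 1, 2 and 3. At the paper's thresholds, 460 genes differed from control (185 higher, 275 lower) and 111 from UVA (47 higher, 64 lower). The 111 became 179 by DESeq2 and, in edgeR, 179 without UVA and CT replicate 1. With no filter on low counts these numbers were 972 and 535, and 561 genes changed between CT and UVA at an adjusted p under 0.05; with at least 10 counts in every library, the DEGs were 218 and 17.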

Treatment with CT with UVA exposure resulted in 4,313 DEGs relative to the control group and 3,286 DEGs compared to the UVA-exposed group. 

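The libraries of control cells stood apart from both irradiated groups, and the irradiated groups with and without CT lay closer to each other. IER3, an early response gene of growth and inflammatory signalling, showed this order of the groups, with 14.6 ± 2.91 CPM in control cells, 27.8 ± 1.77 CPM after UVA and 38.4 ± 2.67 CPM after UVA and CT (SD, n = 3 libraries per group). Its log2 fold change over control was 0.93 after UVA (adjusted p = 4.92e-05) and 1.39 after UVA and CT (adjusted p = 3.70e-07 from edgeR's quasi-likelihood test). Across the tested genes, the mean Pearson correlation of log2 CPM was 0.982 between control and UVA libraries, 0.980 between control and UVA and CT libraries, and 0.986 between UVA and UVA and CT libraries. Within groups it was 0.987 for control, 0.987 for UVA and 0.988 for UVA and CT. These are correlations across genes, and genes are not independent replicates. The first principal component, with 30.5% of the variance, placed the control libraries from -39.3 to -19.3 and every irradiated library above 0. The second, with 13.1%, placed the UVA libraries from -24.4 to -12.5 and the UVA and CT libraries from 9.91 to 18.5. In a tree with average linkage on 1 minus the Pearson correlation, the control libraries split first, and dividing it into 3 clusters left 3 of 9 libraries in a cluster of their own group alone. With Euclidean distance and complete linkage, on log2 CPM or on z-scores per gene, the 3 clusters were the 3 groups for 9 of 9 libraries, and control again split first.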

Hierarchical clustering demonstrated that the UVA-irradiated HaCaT cells, CT-treated UVA-irradiated HaCaT cells, and control HaCaT cells formed distinct clusters, separate from their respective controls (Figure 3C). Furthermore, the DEGs between CT and UVA underwent Gene Ontology (GO) enrichment analysis, revealing that the ‘response to ER stress’, ‘cellular response to misfolded proteins’ and ‘ERAD (ER-associated degradation) pathway’ were significantly enriched among the DEGs between UVA-irradiated HaCaT cells and CT-treated UVA-irradiated HaCaT cells (Figure 3D).

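Among the lists of ER stress genes, some members of the PERK and ATF4 arm were lower in CT-treated UVA-irradiated cells than after UVA alone. ER chaperones and genes of ERAD passed the test in neither direction. ASNS, which makes asparagine and is a target of ATF4, on chromosome 7 from 97851677 to 97928441, fell from 64.9 ± 4.84 to 34.5 ± 3.58 CPM (SD, n = 3 libraries per group), a log2 fold change of -0.91 (standard error 0.08, adjusted p = 6.44e-06 from edgeR's quasi-likelihood test). DDIT3, which encodes CHOP and lies on chromosome 12 from 57516588 to 57520517, had a log2 fold change of -0.62 (standard error 0.09, adjusted p = 0.000328) and 17.8 ± 1.62 CPM with CT. XBP1, a transcription factor whose mRNA is spliced by IRE1, on chromosome 22 from 28794560 to 28800569, fell to 93.1 ± 2.28 CPM (log2 fold change -0.36, standard error 0.05, adjusted p = 0.000413). Counts per gene do not separate spliced from unspliced XBP1 mRNA, so they do not measure the activity of IRE1.

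Of 29 tested genes of the PERK and ATF4 arm, 6 fell: ASNS, DDIT3, PHGDH, SESN2, SHMT2 and JDP2. PHGDH, an enzyme of serine synthesis, fell from 222 ± 10.0 to 166 ± 14.1 CPM (log2 fold change -0.42, adjusted p = 0.000162). SESN2, a stress-induced inhibitor of mTOR signalling, had a log2 fold change of -0.68. SHMT2 and JDP2 were chosen after their values were seen, and the log2 fold change was -0.29 for SHMT2, a mitochondrial enzyme of serine and folate metabolism, and -0.47 for JDP2, a repressor of AP-1. The adjusted p of JDP2 was 0.00418, and 0.0524 without UVA replicate 2. When adjusted over the list alone, 17 were lower and 1, SLC7A11, chosen after its value was seen, was higher, and the median log2 fold change of the list was -0.26. By camera the list had adjusted p = 5.50e-11, and adjusted p = 0.240 with an estimated correlation, and by fry adjusted p = 0.0219. DESeq2 called 13 lower and 1 higher and limma-voom 10 lower and 1 higher, and edgeR called 12 lower without control replicate 1 and 12 without control replicate 3.

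Of 28 ER chaperones and foldases, which fold proteins in the ER, edgeR called 0 higher and 0 lower; 8 were higher and 0 lower at an unadjusted p under 0.05, 1 was higher when adjusted over the list alone, DESeq2 called 1 higher and limma-voom 0. As a set they were higher by camera (adjusted p = 0.0124, and adjusted p = 0.679 with an estimated correlation), with a median log2 fold change of 0.06, and fry gave adjusted p = 0.177. Of 45 ERAD genes, which return misfolded proteins for degradation, edgeR called 0 higher and 0 lower, over all genes and when adjusted over the list alone, as did DESeq2 and limma-voom, and 5 were higher and 1 lower at an unadjusted p under 0.05. Of 28 genes of the IRE1 and XBP1 arm, 1 fell, XBP1, and 0 rose in edgeR, DESeq2 and limma-voom (1 and 0 when adjusted over the list alone, and 1 lower and 4 higher at an unadjusted p under 0.05). Of 25 cytosolic heat shock genes, which answer misfolded proteins outside the ER, 1 rose, HSPA1B, which can share reads with HSPA1A (12 when adjusted over the list alone, 7 by DESeq2). Its adjusted p of 0.0211 went up to 0.116 when a library was left out, and the call was lost without UVA replicate 1 or 2 or UVA and CT replicate 1 or 3. The number of heat shock genes higher was 10 without UVA and CT replicate 1, 2 without control replicate 3, and 0 without UVA replicate 1 or 2 or UVA and CT replicate 3. As a set the heat shock genes had adjusted p = 3.49e-06 by camera, adjusted p = 0.625 with an estimated correlation and adjusted p = 0.149 by fry.

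Over the 4 ER lists together, 7 of 127 tested genes fell and 0 rose, with 18 higher and 19 lower at an unadjusted p under 0.05, and 14 lower and 7 higher when adjusted over the list alone. The share that fell exceeded that of all tested genes (Fisher's exact test, one-sided p = 1.28e-05). That test takes genes as independent, while 6 of the 7 belong to the PERK and ATF4 arm and may shift together. Camera, which tests for a shift in 1 direction, found none over the whole list (adjusted p = 0.778, and adjusted p = 0.915 with an estimated correlation). Genes that fall and genes that rise offset each other in such a test. The list had a median log2 fold change of 0.01 and a mean of -0.05. DESeq2 called 14 lower and 2 higher, limma-voom 11 lower and 1 higher, and edgeR 14 lower with no filter on low counts and 14 when fitted to both compared groups only. Without control replicate 1, and likewise without control replicate 3, 13 were lower. These lists of textbook members stand in for the GO terms, whose gene annotation was not analysed here.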

**FIGURE 3:**
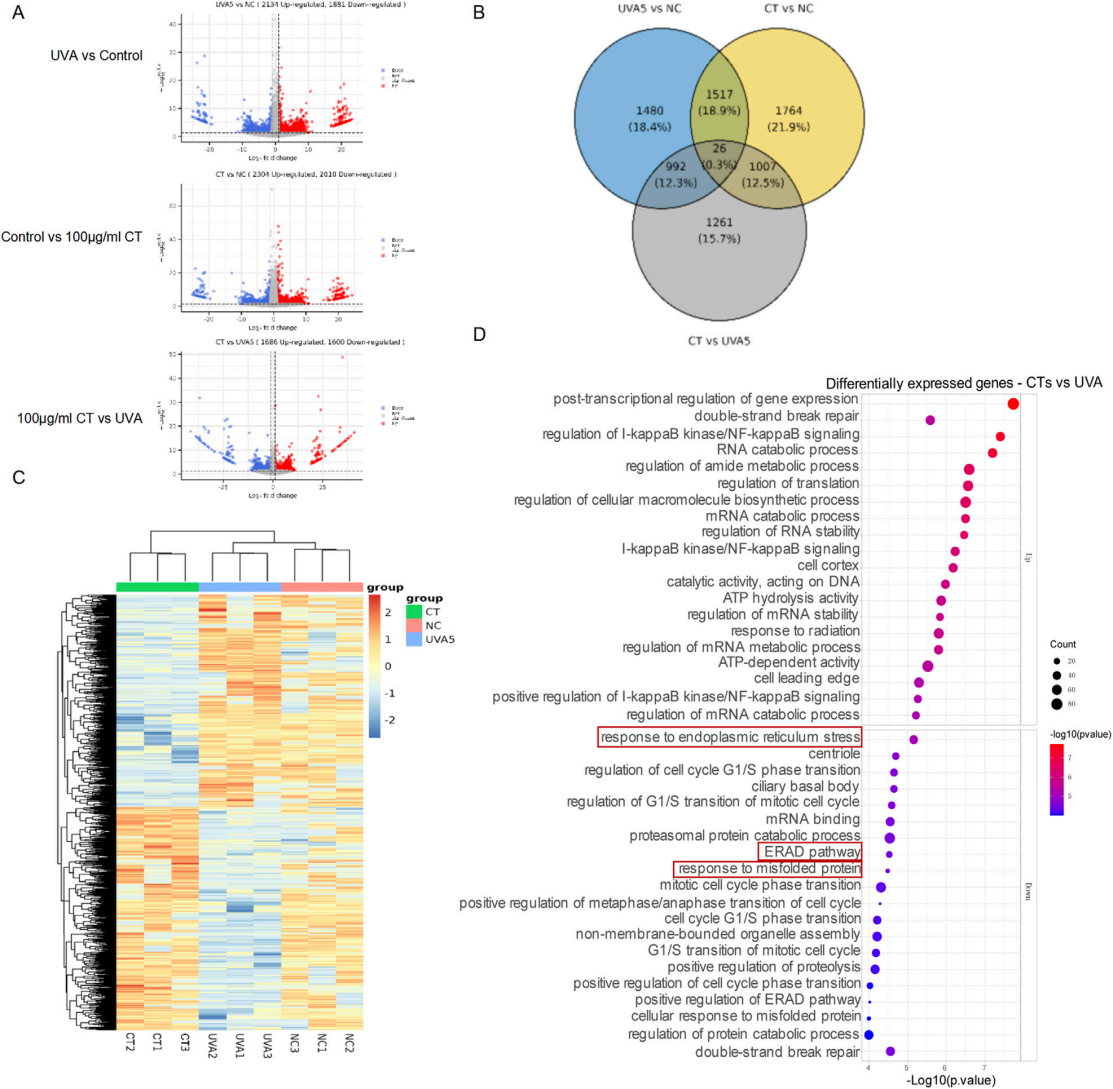
mRNA sequencing for the effects of CT on UVA-irradiated response in HaCaT. **(A)** Volcano plots of gene expression in transcriptome profiling of UVA-irradiated HaCaT cells (UVA), CT-treated UVA-irradiated HaCaT cells (CT), and control HaCaT cells (NC). Significantly upregulated and downregulated genes are highlighted in red and blue, respectively. **(B)** The Venn diagram shows the overlap genes of the UVA-irradiated HaCaT cells, CT-treated UVA-irradiated HaCaT cells, and control HaCaT cells. **(C)** Heatmap shows hierarchical clusters based on UVA-irradiated HaCaT cells, CT-treated UVA-irradiated HaCaT cells, and control HaCaT cells. **(D)** GO enrichment analysis of DEGs between UVA-irradiated HaCaT cells and CT-treated UVA-irradiated HaCaT cells.

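DDIT3, XBP1 and SESN2, all induced by ER stress, were higher after UVA than in control cells and lower with CT than after UVA, while TXNRD1 and GCLC, which serve the thioredoxin and glutathione systems, were higher in both comparisons. In all, 105 genes changed at an adjusted p under 0.05 both between UVA and control and between CT and UVA. Of these, 44 were higher after UVA and lower with CT, where 9.77 would be shared by independent lists of the same sizes, and 29 were lower and then higher, where 15.2 would be. Another 23 were higher in both comparisons, against 15.0, and 9 were lower in both, against 9.88. Both comparisons use the UVA libraries, which by itself turns their fold changes in opposite directions. In 30 simulated sets of libraries with no effect, 0.233 genes were shared on average and at most 3. Without an effect almost no gene is called, so these counts cannot show how many of the 105 come from the shared UVA libraries. The covariance of the fold changes was -0.0446, within the simulated range of -0.0513 to -0.0272.

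CT-treated cells kept most of what set irradiated cells apart from control cells. ETV5 and IL1A were higher, and MKI67 and TOP2A lower, than in control cells both after UVA and after UVA and CT. Of the genes that differed from control, 2597 did so in both groups, 1289 higher in both, 1296 lower in both, and 5 and 7 in opposite directions. Independent lists would share 249 genes higher in both and 228 lower in both. Simulated libraries with no effect shared 0.267 on average, which is low by construction, because almost no gene is called without an effect. That number therefore cannot show how many of the 2597 come from the shared control libraries. The covariance of fold changes was 0.128 against 0.0369 on average in the simulations, which share the control libraries in the same way. Of the genes changed between UVA and control, 557 changed in that comparison alone, and 57 changed in all 3 comparisons. At the paper's thresholds, 28 genes were shared between UVA against control and CT against UVA, and 202 between UVA against control and CT against control.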

### 3.4 CT decreases UVA-Induced ER stress in HaCaT cells

Previous studies have indicated that UV-induced cell apoptosis in the skin is triggered by excessive ER stress, which mediates the unfolded protein response (Tai et al., 2024). Our bulk RNA sequencing analysis further supported this mechanism, revealing that CT’s protective effects against UVA damage were partially associated with response to ER stress. 

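In UVA-irradiated cells, most tested genes listed for the PERK and ATF4 arm of the ER stress response were higher than in control cells. After CT, some of these genes did not pass the test against UVA while others were lower. The counts do not show whether PERK drove these changes. After UVA, the lists of ER chaperones and of ERAD genes had median log2 fold changes of -0.041 and -0.035. DDIT3 rose from 14.7 ± 0.266 to 27.3 ± 1.90 CPM after UVA (SD, n = 3 libraries per group), a log2 fold change of 0.90 (standard error 0.09, adjusted p = 2.52e-06 from edgeR's quasi-likelihood test). ATF4, the transcription factor translated when eIF2α is phosphorylated, on chromosome 22 from 39520559 to 39522686, rose from 272 ± 25.8 to 401 ± 7.57 CPM (log2 fold change 0.56, standard error 0.05, adjusted p = 3.32e-06). PPP1R15A, which encodes GADD34 and lies on chromosome 19 from 48872421 to 48876058, rose from 48.5 ± 3.12 to 73.6 ± 2.92 CPM (log2 fold change 0.60, standard error 0.07, adjusted p = 9.95e-06). HSPA5, the ER chaperone BiP, rose from 829 ± 33.0 to 1023 ± 52.2 CPM (log2 fold change 0.30, standard error 0.05, adjusted p = 0.000243), and XBP1 from 83.7 ± 3.53 to 119 ± 7.79 CPM (log2 fold change 0.51, standard error 0.05, adjusted p = 2.59e-06). Among the sensors, the log2 fold change of ERN1, which encodes IRE1, was 0.28 (adjusted p = 0.112), that of ATF6 -0.11 (adjusted p = 0.116) and that of EIF2AK3, which encodes PERK, -0.28 (adjusted p = 0.0161, up to 0.131 without control replicate 3 or UVA replicate 1).

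Of 29 genes of the PERK and ATF4 arm, 22 rose after UVA and 2 fell, CTH and PHGDH, enzymes of cysteine and serine synthesis (23 and 2 when adjusted over the list alone). PHGDH did not pass the test without control replicate 1, 2 or 3 or UVA replicate 2 or 3 (adjusted p up to 0.164), which left 1 gene lower. The median log2 fold change was 0.56 (camera, adjusted p = 1.82e-11, and adjusted p = 0.441 with an estimated correlation, and fry, adjusted p = 0.00180). Of the ER chaperones and foldases, 2 rose, HSPA5 and ERO1A, and 4 fell, FKBP14, P4HB, PDIA4 and CALR (2 and 4 when adjusted over the list alone). Of the ERAD genes, 7 fell and 2 rose, SELENOS and AUP1 (7 and 1 when adjusted over the list alone). Without UVA replicate 3, 4 ERAD genes fell, and without control replicate 2, UVA replicate 1, 2 or 3 or UVA and CT replicate 1, 1 rose. Of 28 genes of the IRE1 and XBP1 arm, 3 rose and 4 fell (adjusted p = 0.852 by camera and 0.602 by fry). Over the 4 ER lists together, 29 of 127 tested genes rose and 17 fell (adjusted p = 0.294 by camera and 0.00648 by fry). CTH, PHGDH, PDIA4, CALR and AUP1 were chosen for this comparison after their values were seen.

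Against UVA alone, CT left PPP1R15A at a log2 fold change of 0.04 (adjusted p = 0.825, and a log2 fold change of -0.03 without UVA and CT replicate 3), ERN1 at -0.13 (adjusted p = 0.696), ATF6 at -0.04 (adjusted p = 0.779) and EIF2AK3 at -0.15 (adjusted p = 0.438). ATF4 and HSPA5, chosen for this comparison after their values were seen, had log2 fold changes of -0.04 and -0.08 (adjusted p = 0.818 and 0.535). These are amounts of mRNA, which measure neither protein nor its phosphorylation. By western blot, the paper reports phosphorylated IRE1 and eIF2α, ATF6 and CHOP (Fig. 4A) and GADD34 (Fig. 5A) as lower with CT. Against control, 15 of the 29 genes were higher and 5 lower after UVA and CT (16 and 7 when adjusted over the list alone). The 5 were PHGDH, and CTH, ASNS, SHMT2 and JDP2, chosen after their values were seen. The list had adjusted p = 0.0196 by camera, adjusted p = 0.821 with an estimated correlation and adjusted p = 0.0302 by fry. JDP2 had adjusted p = 0.0496, which went up to 0.251 and did not pass without control replicate 1 or 2, any UVA replicate, or UVA and CT replicate 1 or 3. Among the 29 genes, SLC7A11, the cystine transporter, had a log2 fold change of 1.22, PPP1R15A of 0.65, ATF4 of 0.52 and PHGDH of -0.58. DDIT3 had a log2 fold change of 0.28 over control (adjusted p = 0.0268), which did not pass the test without control replicate 1, 2 or 3 or UVA and CT replicate 1 (adjusted p up to 0.130) or by DESeq2 (adjusted p = 0.0540). From the ER stress terms among its DEGs, the paper concludes that the protection by CT was in part associated with the response to ER stress (Fig. 3D).

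**Figure D1:**
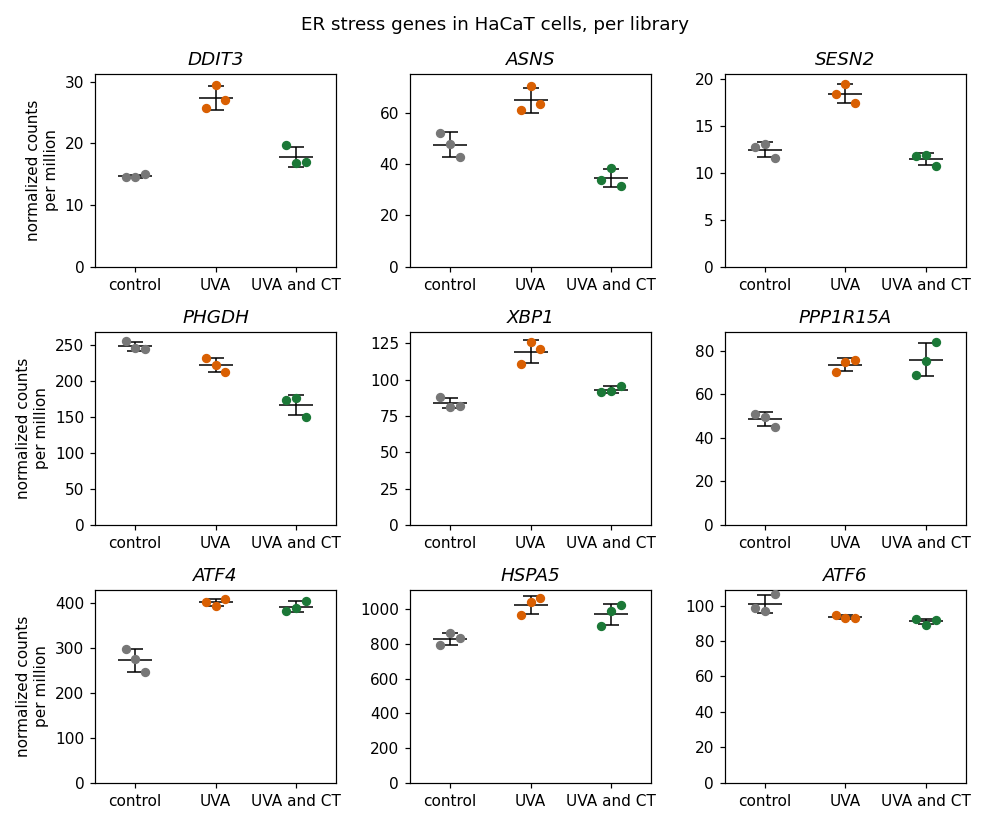
TMM-normalized CPM of 9 ER stress genes in the 3 libraries of each group (points), with the mean and SD of the group (horizontal bar and error bar). DDIT3, SESN2 and XBP1 lie highest after UVA and lower after UVA and CT, while ATF4 and PPP1R15A lie above control in both irradiated groups.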

Based on these findings, we specifically examined CT’s capacity to ameliorate UVA-induced ER stress.

Cellular markers of ER stress induction, including phosphorylated IRE1 (pIRE1), ATF6, phosphorylated PERK (p-PERK), phosphorylated eIF2a (p-eIF2a) and CHOP, were selected to determine the extent of ER stress. As shown in Figures 4A, 5 μg/mL and 100 μg/mL of CT both significantly reduced UVA-induced elevation of ER stress by downregulating the protein expression of pIRE1, ATF6, p-eIF2a and CHOP elicited by UVA irradiation.

**FIGURE 4:**
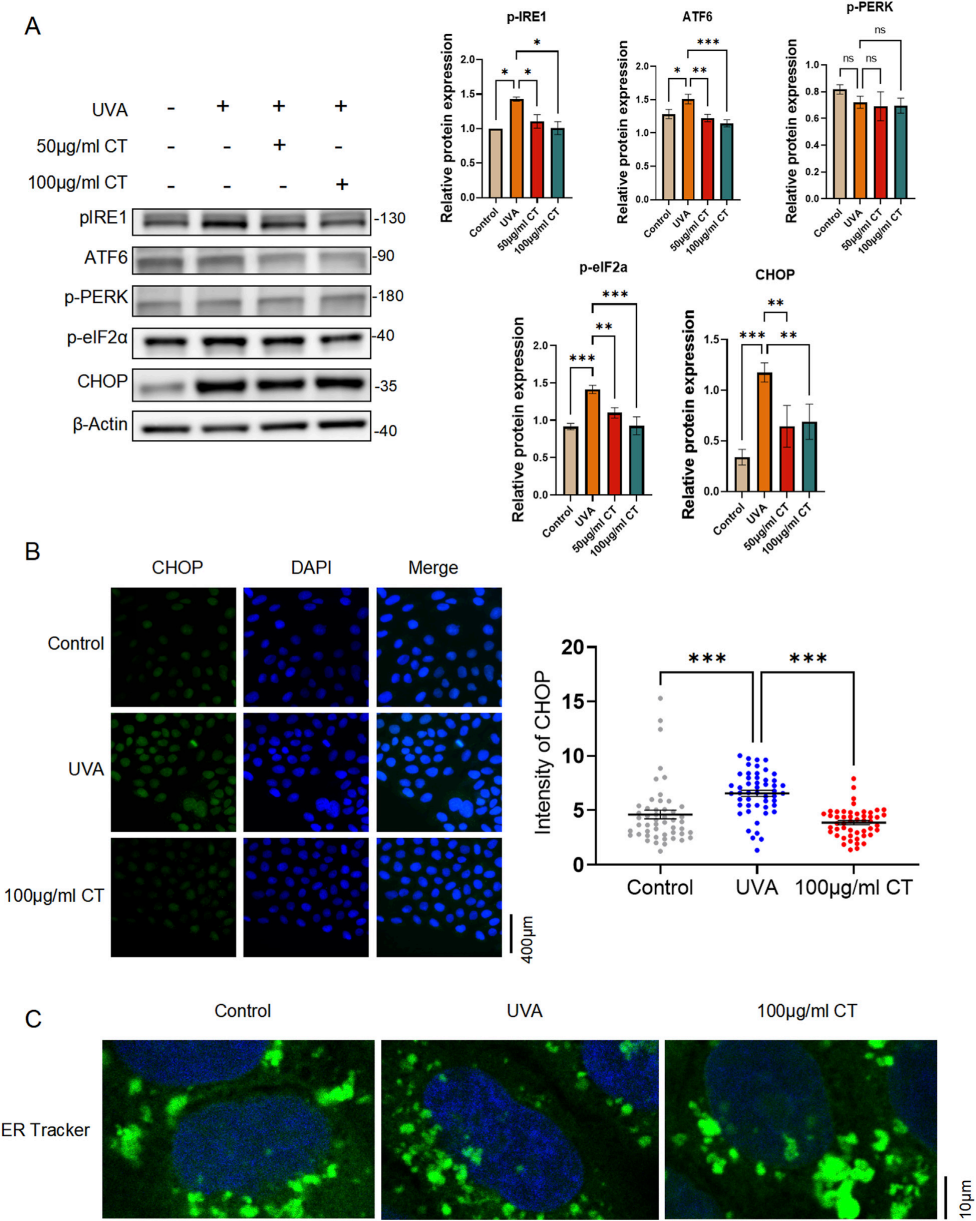
Extraction from CT decreases UVA-induced ER stress in HaCaT cells. HaCaT cells were subjected to UVA (5 J/cm^2^) radiation and then treated with the indicated concentrations of extraction from CT. **(A)** Western blot analysis was performed to determine the protein levels of phosphorylated IRE1 (pIRE1), ATF6, phosphorylated PERK (p-PERK), phosphorylated eIF2a (p-eIF2a) and CHOP in different treatments. **(B)** Immunofluorescence assay was performed to detect CHOP expression. **(C)** Representative images showing the ER morphology in control, UVA-treated and CT-treated cells with UVA exposure. Cells were stained with ER tracker in green and counterstained with DAPI for nuclear visualization. N = 4. *p ≤ 0.05; **p ≤ 0.01, ***p ≤ 0.001.

**FIGURE 5:**
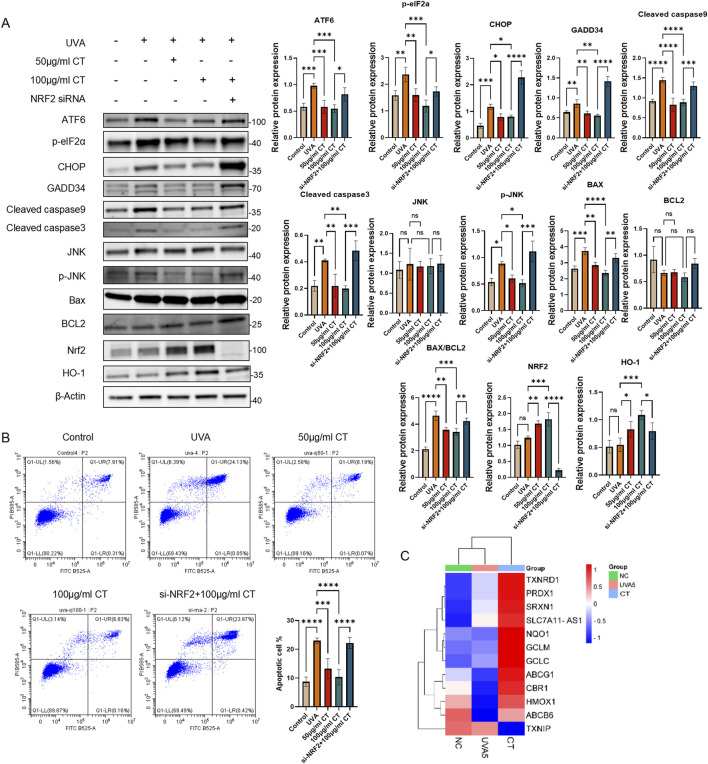
CT alleviates UVA-induced ER stress and apoptosis via Nrf2 in HaCaT cells. **(A)** HaCaT cells were subjected to UVA radiation and treated with 50 or 100 μg/mL CT and/or siNrf2. Western blot assays were performed to detect the levels of ATF6, phosphorylated elF2a (p-elF2a), CHOP, GADD34, Cleaved caspase9, Cleaved caspase3, JNK, phosphorylated JNK (p-JNK), Bax, BCL2, cytoplasmic and nuclear NRF2 and HO-1. **(B)** Flow cytometry analysis was performed to determine cell apoptosis. Quantification of the percentage of apoptotic cells in different treatments. **(C)** Heatmap generated the data from RNAseq. Genes are all related to NRF2 downstream anti-oxidant or detoxification target genes. The figure was generated by SRplot (Tang et al., 2023). N = 4. *p ≤ 0.05; **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Since the major component of the ER stress-mediated apoptosis pathway is CHOP (Li et al., 2014), we then conducted an immunofluorescence assay of CHOP. As indicated in Figure 4B, there was an overall downregulation of CHOP expression intensity after 100 μg/mL of CT treatment upon the UVA exposure.

Changes in ER morphology correlate with the occurrence of ER stress (Guo et al., 2021). Using an ER tracker, we observed the emergence of small fragmented ring-shaped ER whorls after UVA treatment, indicating localized ER stress. This phenomenon was abolished after the addition of 100 μg/mL CT, and the ER morphology returned to a continuous envelope with a network of interconnected tubules and sheets (Figure 4C).

### 3.5 Nrf2 knockdown revealed that CT alleviated UVA-Induced ER stress and apoptosis through antioxidant Nrf2

Given that UVA exposure can lead to prolonged ER stress and subsequent pro-apoptotic signaling, we investigated the potential of CT to counteract ER stress-related apoptosis. The antioxidative Nrf2/HO-1 pathway has been reported to play a critical role in regulating ER stress (Zhang et al., 2022; Yu et al., 2022). To explore this further, we hypothesized the CT effects in modulating the ER stress was Nrf2 dependent. We therefore introduced Nrf2 knockdown by small interference RNAs (siNrf2) to evaluate the effectiveness of CT in regulating the ER induced apoptosis upon UVA exposure.

As shown in Figure 5A, treatment with 50 and 100 μg/mL of CT resulted in a significant decrease in pro-apoptotic signaling markers p-JNK and GADD34, as well as apoptosis-related markers, including cleaved caspase-3, -9, and the BAX/BCL2 ratio. Additionally, nuclear NRF2 and its downstream target HO-1 were elevated upon CT treatment in both concentrations. Notably, siNrf2 eliminated these effects in 100 μg/mL of CT treated with UVA, leading to increase expression of ER stress markers (ATF6, CHOP and p-eIF2α), pro-apoptotic signaling markers and apoptotic-related markers. Furthermore, Nrf2 knockdown attenuated the anti-apoptotic effects of CT (100 μg/mL), as demonstrated in Figure 5B.

Additionally, we retrieved our bulk mRNA sequencing data and focused on the expression of Nrf2 downstream antioxidant and detoxification target genes (Song et al., 2021). The heatmap generated by SRplot (Figure 5C) revealed that most genes related to antioxidation and detoxification were significantly elevated following CT treatment upon UVA exposure.

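A number of NRF2 target genes, among them GCLC, TXNRD1, NQO1 and GCLM, were higher in CT-treated UVA-irradiated cells than after UVA alone. GCLC, the catalytic subunit of the enzyme that limits glutathione synthesis, on chromosome 6 from 53497341 to 53545101, rose from 129 ± 3.06 to 234 ± 13.3 CPM (SD, n = 3 libraries per group), a log2 fold change of 0.86 (standard error 0.05, adjusted p = 3.47e-10 from edgeR's quasi-likelihood test). TXNRD1, thioredoxin reductase, on chromosome 12 from 104215779 to 104350307, rose from 392 ± 15.3 to 614 ± 46.8 CPM (log2 fold change 0.65, standard error 0.05, adjusted p = 1.13e-07). NQO1, a quinone reductase on chromosome 16 from 69709401 to 69726560, rose from 241 ± 1.99 to 323 ± 10.6 CPM (log2 fold change 0.42, standard error 0.04, adjusted p = 8.25e-07). GCLM, the modifier subunit that partners GCLC, on chromosome 1 from 93885199 to 93909430, rose from 72.8 ± 1.47 to 98.6 ± 5.05 CPM (log2 fold change 0.44, standard error 0.05, adjusted p = 4.40e-05).

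Of the 12 genes of Fig. 5C, 5 rose, the 4 above and SRXN1, 1 fell, TXNIP, and 6 did not pass the test. When adjusted over the list alone, and also at an unadjusted p under 0.05, 10 were higher and 1 lower. The paper cites an earlier publication for NRF2 target genes and does not state how these 12 were chosen. Whether the choice was independent of these samples is not known, so the list is not taken as independent evidence. SRXN1, sulfiredoxin, had a log2 fold change of 0.39 (adjusted p = 0.0203), which did not pass the test without UVA replicate 1, 2 or 3 or UVA and CT replicate 2 or 3 (adjusted p up to 0.118). TXNIP, the inhibitor of thioredoxin, had a log2 fold change of -0.68 (adjusted p = 0.0259), which did not pass without control replicate 1 or 3 or UVA replicate 1 or 2 (adjusted p up to 0.130). The log2 fold changes of the others were 0.13 for PRDX1, 0.20 for CBR1, 0.29 for ABCB6, 1.15 for ABCG1 and 0.48 for SLC7A11-AS1, an antisense RNA that overlaps SLC7A11 and for which the strand of counting is not given in the sources used here. HMOX1, heme oxygenase-1, was near the limit of detection, at 0.985 ± 0.609 CPM with CT and 0.513 ± 0.209 CPM after UVA (log2 fold change 0.92, adjusted p = 0.475). NFE2L2, which encodes NRF2 itself, had a log2 fold change of -0.06 (adjusted p = 0.535).

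Of 40 tested genes of a wider list of NRF2 targets, 21 rose and 0 fell in edgeR, with 33 higher when adjusted over the list alone, a median log2 fold change of 0.29 and 0 lower at an unadjusted p under 0.05. DESeq2 called 24 higher and 0 lower, and limma-voom 22 higher and 0 lower; edgeR called 13 higher without UVA replicate 2. Of these targets, 8 are also in Fig. 5C, and of the other 32, 16 rose and 0 fell. Among these were OSGIN1, an oxidative stress response gene (log2 fold change 0.82, standard error 0.12, adjusted p = 0.000519), and TRIM16L, which can share reads with TRIM16 (log2 fold change 0.52, standard error 0.05, adjusted p = 1.13e-06). AKR1B10, an aldo-keto reductase, had a log2 fold change of 0.90 (adjusted p = 0.00610, and 0.0548 without UVA replicate 2), and AKR1C3, which can share reads with AKR1C1 and AKR1C2, of 0.98 (adjusted p = 0.00981, and 0.0558 without UVA replicate 1). By camera the list had adjusted p = 2.42e-29, and adjusted p = 0.0101 with an estimated correlation. Against control cells, 29 of the 40 targets were higher after UVA and CT (30 when adjusted over the list alone), with GCLC at a log2 fold change of 1.11 and TXNRD1 at 1.16. This set had adjusted p = 1.73e-13 by camera, adjusted p = 0.0729 with an estimated correlation and adjusted p = 3.45e-05 by fry. After UVA without CT, 14 of the 40 were higher than in control cells and 6 lower, with 1 lower without control replicate 3. That set had adjusted p = 0.0994 by camera, adjusted p = 0.668 with an estimated correlation and adjusted p = 0.0129 by fry. The comparison of UVA and CT with control therefore holds the effects of UVA and of CT together. By western blot, the paper reports nuclear NRF2 and HO-1 protein as higher with CT (Fig. 5A), which mRNA amounts do not measure. From these blots, its experiments with siNrf2 and the heatmap (Fig. 5C), the paper proposes a central role of Nrf2. That role is in how CT modulates apoptosis induced by ER stress.

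**Figure D2:**
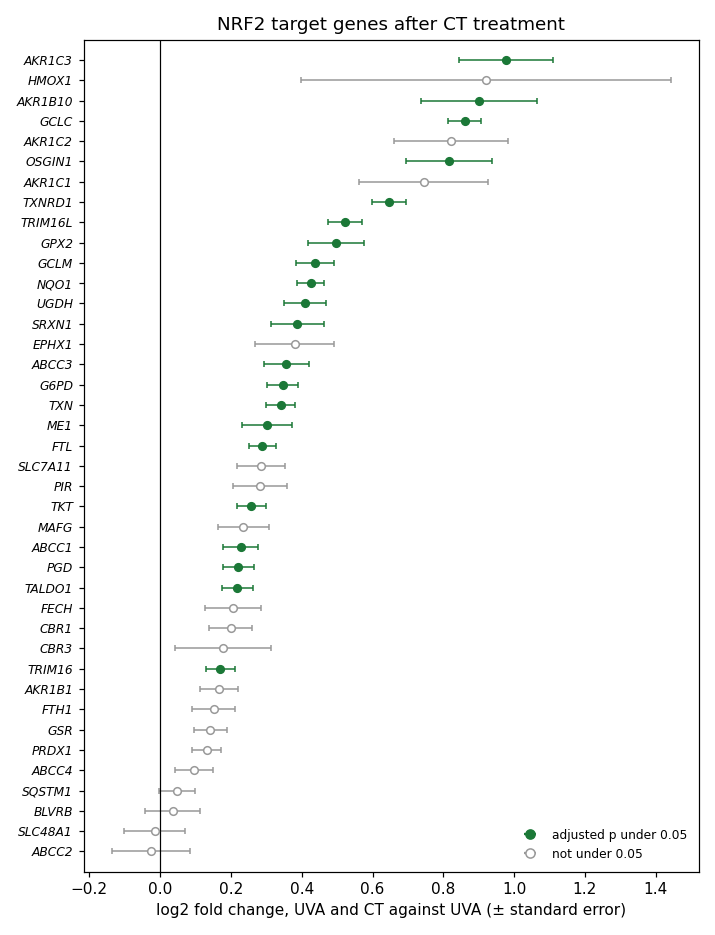
Log2 fold change of each of the 40 tested NRF2 targets in CT-treated UVA-irradiated cells against UVA alone (horizontal axis), with its standard error (error bar). Filled points mark the 21 genes with an adjusted p under 0.05, all to the right of 0, and open points the other genes.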

Collectively, these results imply a central role of Nrf2 in modulating ER stress induced apoptosis during CT functions.

### 3.6 Therapeutic effects of CT on macroscopic and histological changes induced by ER stress in UVA-photodamaged mouse skin

Our previous findings indicated that CT could reduce UVA-induced photodamage via ER stress in HaCaT cells. Therefore, we established a UVA irradiation mouse model to evaluate the effect of CT *in vivo* (Figure 6A). While mice in the control group did not receive UVA, those in the UVA or CT groups were treated with 5 J/cm^2^ UVA starting on day 0. After 14 days of UVA exposure, macroscopic photos of the dorsal skin in UVA-exposed mice showed wrinkles, redness, and desquamation. In contrast, mice treated with cream containing CT demonstrated recovery from these UVA-induced skin changes (Figure 6B).

**FIGURE 6:**
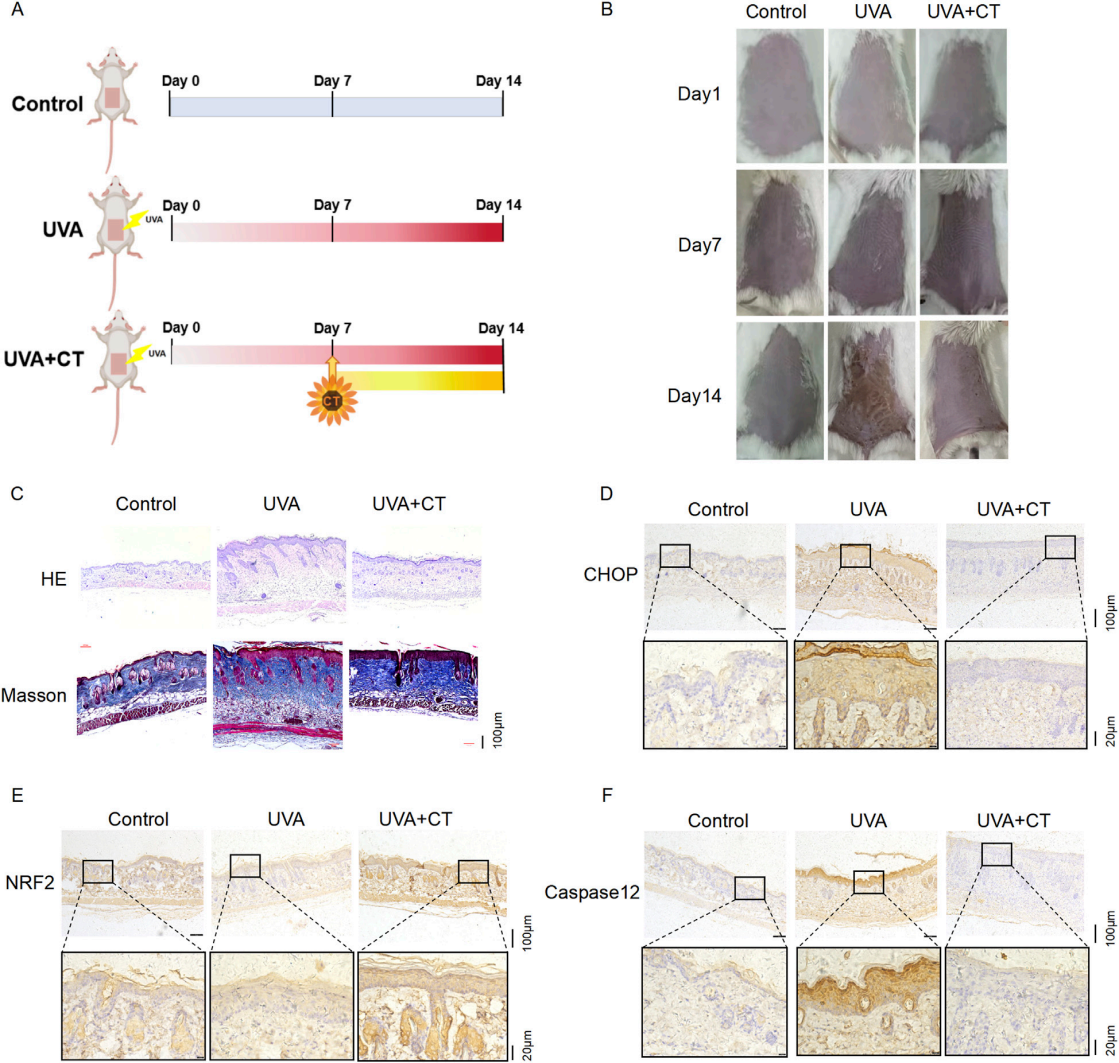
Therapeutic effects of CT on macroscopic and histological changes induced by ER stress in UVA-photodamaged mouse skin. **(A)** Schematic representation of the experimental design for mice study. **(B)** Representative pictures of untreated or treated with UVA with CT or not. **(C)** Representative pictures of H&E and Masson staining of the skin of mice from different treatment groups on day 14. **(D–F)** Representative images of CHOP, NRF2, and caspase-12 for IHC analysis performed on skin sections of mice from different treatment groups on day 14.

Histological analysis was performed using H&E staining and Masson staining (Figure 6C). These results indicated that on day 14, CT treatment inhibited UVA-induced hyperplastic epidermis with hyperkeratosis and promoted well-organized collagen fibers, suggesting that CT effectively prevents UVA-induced skin photodamage.

We also assessed the protein expression levels of CHOP, caspase-12, and NRF2 using IHC staining (Figures 6D–F). The results showed that CT treatment significantly decreased the expression of CHOP and caspase-12 while promoting NRF2 expression compared to UVA-exposed mice. These findings were consistent with our previous *in vitro* results, suggesting that CT exhibits skin-protective effects against UVA irradiation by mitigating ER stress-induced apoptosis.

## 4 Discussion

While UVA rays posses less energy than UVB rays, their greater prevalence and deeper skin penetration enable significant damage to both epidermal and dermal structures, contributing to the signs of photodamage and photoaging. While UVB directly affects DNA, UVA primarily causes harm through indirect mechanisms through generating reactive oxygen species (ROS) via the activation of natural photosensitizers in the skin, which lead to genotoxic effects (Battie and Verschoore, 2012) and keratinocyte apoptosis (Tang et al., 2021). This oxidative cascade sugested the supplementation of antioxidants that counteract UVA-induced skin injury. Botanical extracts rich in phytoconstituents have emerged as promising candidates to combat UVA skin photodamage (Skarupova et al., 2020). For example, silymarin from *Silybum marianum* (L.) has been demonstrated to reduce glutathione (GSH) depletion and ROS production in UVA-treated HaCaT cells (Svobodova et al., 2007). Additionally, the flavonoid taxifolin has also been confirmed to exhibit protective activity against UVA photodamage by stimulating Nrf2 nuclear translocation and the expression of antioxidant proteins in both human skin keratinocytes and fibroblasts (Rajnochova Svobodova et al., 2022). Recently, a study on the extract of *Coreopsis tinctoria* has emerged, demonstrating that its bioactive metabolite okanin could alleviate UVB-induced photodamage in hairless mice (Sun et al., 2024). However, there is currently no study revealing the effect of CT in alleviating UVA irradiation and delineating the underlying cellular mechanisms. Here, we provide a comprehensive study to elucidate the protective effects of CT extract in mitigating UVA-induced photodamage in HaCaT cells.

With the aid of bulk RNA sequencing of UVA-irradiated HaCaT cells treated with CT reveal a unique anti-photodamage gene signature, featuring coordinated suppression of ER stress responses. While the ER stress-activated unfolded protein response (UPR) serve as a protective mechanism against the accumulation of unfolded/misfolded proteins accumulation, ustained or severe ER stress could triggers cytotoxic signaling and leading to apoptosis (Gorman et al., 2012). UV exposure induces ER stress through the generation of ROS, leading to the activation of the UPR and subsequent cell damage, including apoptosis cascades and loss of mitochondrial membrane potential (Farrukh et al., 2014; Yao et al., 2013). Indeed, Komori et al. have revealed that UVA could activate these pathways in human dermal fibroblasts simultaneously by activating transcription factor pATF6α(N), inducing IRE1-mediated splicing of XBP1 mRNA, and PERK-mediated phosphorylation of eIF2, suggesting its activation as a synergistic role in stress adaptation (Komori et al., 2012).

ER stress elicitation pathway can be divided into three predominant signaling transduction mechanisms: IRE1α, PERK, and ATF6 (Zeeshan et al., 2016). Under prolonged ER stress, both three key sensors initiate pro-apoptotic signaling cascades through the activation of the downstream molecule CHOP. While CHOP remains minimally expressed during normal homeostasis, its levels accumulates when the cell’s protective mechanisms are overwhelmed during unresolved ER stress, leading to ER stress-induced apoptosis (Li et al., 2014). Genotoxic stresses, such as UV irradiation and alkylating agents have been shown to induce CHOP expression (Ron and Habener, 1992). The PERK-eIF2α pathway is one of the primary mechanisms that regulate CHOP protein expression. This process begins with the activation of PERK, which increases the phosphorylation of eIF2α, resulting in a global reduction in protein synthesis and subsequently triggers CHOP expression (Li et al., 2014). While ATF6 has traditionally been viewed as a pro-survival signal against ER stress, it can also induce apoptosis indirectly by downregulating the expression of the anti-apoptotic protein MCL-1 (Morishima et al., 2011). Meanwhile, IRE1 exhibits both pro- and anti-apoptotic functions as part of the UPRosome complex, where its kinase and RNase activities are modulated in parallel (Gorman et al., 2012). During prolonged ER stress, IRE1’s RNase domain facilitates mRNA decay (RIDD), targeting mRNAs that encode essential ER-resident and secreted proteins, thereby promoting apoptosis (Hollien et al., 2009). IRE1 also activates JNK, leading to the stabilization of BIM, the displacement of anti-apoptotic BCL-2 proteins, and BAX/BAK-mediated apoptosis (Gorman et al., 2012). Downstream execution involves caspase-12, -9, and -3 activation, though mitochondrial permeability transition and cytochrome c release may augment this process during severe stress (Momoi, 2004; Gupta et al., 2010). Integrating these ER-related pathways offers a comprehensive understanding of how apoptosis is managed at the cellular level. In our study, we found that CT significantly influence the protein expression of phosphorylated IRE1α, phosphorylated eIF2α, and ATF6, which subsequently affect CHOP expression. Additionally, CT modulated the expression of phosphorylated JNK, BCL-2 family proteins and caspases, highlighting their potential to alleviate UVA-induced photodamage by regulating the ER stress-induced apoptosis pathway.

Accumulating evidence demonstrates the anti-apoptotic potential of plant-derived metabolites associated with ER stress. For instance, leaf extract from *Albizia lebbeck* exhibited neuroprotective effects by mitigating glutamate-induced ER stress and apoptosis in human microglial HMC3 cells (Phoraksa et al., 2023). In the context of UV-induced photodamage, *Panax ginseng* extract has been found to protect against UVB-induced skin damage by modulating VMP1-mediated ER stress (Chen et al., 2024). Other studies have identified natural metabolites, such as salubrinal and rosmarinic acid, that can alleviate UV-induced ER stress, restore calcium homeostasis, and enhance cell survival, indicating a protective role of controlled ER stress responses (Ji et al., 2017; Gupta et al., 2023). Collectively, these preclinical findings, including our demonstration of CT’s ER stress-apoptosis modulation, underscore the imperative for clinical translation of ER stress- and apoptosis-targeted therapies.

The transcription factor Nrf2 maintains cellular homeostasis by activating antioxidant proteins including HO-1, through specific binding to antioxidant response elements (AREs) (Shah et al., 2010). Previous research has indicated that the Nrf2/HO-1 axis can interact with the PERK pathway to modulate ER stress in the hypoxia-reoxygenation model (Wang et al., 2020). For instance, the flavonoid naringenin has been shown to protect kidneys from ischemia-reperfusion injury by reducing pyroptosis and apoptosis through the suppression of ER stress, achieved via activation of the Nrf2/HO-1 signaling pathway (Zhang et al., 2022). Furthermore, relevant studies have also shown that, in addition to regulating oxidative stress, the Nrf2 plays an important role in regulating apoptosis and inflammation (Sun et al., 2021; Wang et al., 2017). Our study further demonstrates that CT enhances protection against UVA-induced ER stress and photodamage through Nrf2 activation.

In summary, this work identifies CT extract as a protective agent against UVA photodamage that concurrently targets ER stress and activates Nrf2, providing a mechanistic basis for its further development.

## 5 Conclusion

In conclusion, our research demonstrates that CT, a flavonoid-rich natural plant extract, is a potent mitigator of UVA-induced photodamage. It suppresses ROS, inhibits cellular apoptosis, and restores mitochondrial membrane potential both in human keratinocytes. Notably, CT effectively alleviates ER-associated apoptosis caused by UVA by broadly inhibiting all three major branches of the UPR pathway (Figure 7). We establish that Nrf2 activation plays a critical role in CT’s effects, primarily through its partial mediation of ER stress suppression. Complementary *in vivo* studies showed that topical CT treatment significantly reduced photodamage in dorsal skin. These findings support the potential of CT for clinical applications in dermocosmetics and pharmaceuticals for UV-induced skin injury. However, the phytochemical characterization remains incomplete, as quantitative composition data are lacking. To strengthen the scientific rigor and impact of this work, our future studies should focus on comprehensive qualitative and quantitative chemical characterization of the extract, alongside deeper investigation into the relationship between its chemical constituents and observed biological activities. Such efforts would provide a more solid foundation for further development and application of CT extract in skin repair and related fields.

**FIGURE 7:**
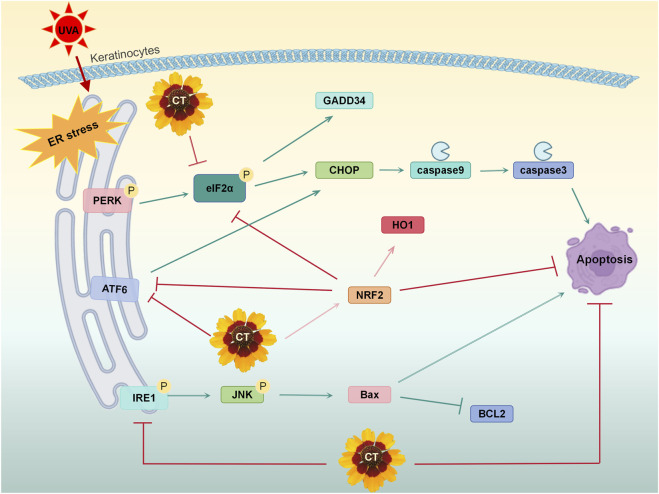
Schematic diagram illustrating the mechanism of CT in mitigating UVA-induced apoptosis by ER stress.

## Data Availability

The bulk mRNA sequencing data presented in this study can be found in the Gene Expression Omnibus (GEO), accession number GSE296781. Further inquiries can be directed to the corresponding authors.

## References

[B1] AnsaryT. M. HossainM. R. KamiyaK. KomineM. OhtsukiM. (2021). Inflammatory molecules associated with ultraviolet radiation-mediated skin aging. Int. J. Mol. Sci. 22 (8), 3974. 10.3390/ijms22083974 33921444 PMC8069861

[B2] BattieC. VerschooreM. (2012). Cutaneous solar ultraviolet exposure and clinical aspects of photodamage. Indian J. Dermatol Venereol. Leprol. 78 (Suppl. 1), S9–S14. 10.4103/0378-6323.97350 22710112

[B3] BattieC. JitsukawaS. BernerdF. Del BinoS. MarionnetC. VerschooreM. (2014). New insights in photoaging, UVA induced damage and skin types. Exp. Dermatol 23 (Suppl. 1), 7–12. 10.1111/exd.12388 25234829

[B4] CadetJ. DoukiT. RavanatJ. L. Di MascioP. (2009). Sensitized formation of oxidatively generated damage to cellular DNA by UVA radiation. Photochem Photobiol. Sci. 8 (7), 903–911. 10.1039/b905343n 19582264

[B5] ChenM. LiJ. XiaoW. SunL. TangH. WangL. (2006). Protective effect of resveratrol against oxidative damage of UVA irradiated HaCaT cells. Zhong nan da xue xue bao Yi xue ban= J. Central South Univ. Med. Sci. 31 (5), 635–639. 17062920

[B6] ChenJ. TaiM. ChenJ. NiJ. YiH. ChenL. (2024). Panax ginseng extract prevents UVB-induced skin photodamage by modulating VMP1-mediated ER stress. Phytomedicine 134, 156010. 10.1016/j.phymed.2024.156010 39232284

[B7] D’OrazioJ. JarrettS. Amaro-OrtizA. ScottT. (2013). UV radiation and the skin. Int. Journal Molecular Sciences 14 (6), 12222–12248. 10.3390/ijms140612222 23749111 PMC3709783

[B8] FarrukhM. R. NissarU. A. AfnanQ. RafiqR. A. SharmaL. AminS. (2014). Oxidative stress mediated Ca(2+) release manifests endoplasmic reticulum stress leading to unfolded protein response in UV-B irradiated human skin cells. J. Dermatol Sci. 75 (1), 24–35. 10.1016/j.jdermsci.2014.03.005 24794973

[B9] GormanA. M. HealyS. J. JägerR. SamaliA. (2012). Stress management at the ER: regulators of ER stress-induced apoptosis. Pharmacol. & Therapeutics 134 (3), 306–316. 10.1016/j.pharmthera.2012.02.003 22387231

[B10] GreinertR. VolkmerB. HenningS. BreitbartE. W. GreulichK. O. CardosoM. C. (2012). UVA-induced DNA double-strand breaks result from the repair of clustered oxidative DNA damages. Nucleic Acids Res. 40 (20), 10263–10273. 10.1093/nar/gks824 22941639 PMC3488256

[B11] GuoL. ZhangW. LiS. HoC.-T. (2015). Chemical and nutraceutical properties of Coreopsis tinctoria. J. Functional Foods 13, 11–20. 10.1016/j.jff.2014.11.011

[B12] GuoY. ShenD. ZhouY. YangY. LiangJ. ZhouY. (2021). Deep learning-based morphological classification of endoplasmic reticulum under stress. Front. Cell Dev. Biol. 9, 767866. 10.3389/fcell.2021.767866 35223863 PMC8865080

[B13] GuptaS. CuffeL. SzegezdiE. LogueS. E. NearyC. HealyS. (2010). Mechanisms of ER stress-mediated mitochondrial membrane permeabilization. Int. J. Cell Biol. 2010, 170215. 10.1155/2010/170215 20169117 PMC2821636

[B14] GuptaD. SharmaR. R. RashidH. BhatA. M. TanveerM. A. AbdullahS. T. (2023). Rosmarinic acid alleviates ultraviolet-mediated skin aging via attenuation of mitochondrial and ER stress responses. Exp. Dermatol 32 (6), 799–807. 10.1111/exd.14773 36811401

[B15] HetzC. ZhangK. KaufmanR. J. (2020). Mechanisms, regulation and functions of the unfolded protein response. Nat. Rev. Mol. Cell Biol. 21 (8), 421–438. 10.1038/s41580-020-0250-z 32457508 PMC8867924

[B16] HollienJ. LinJ. H. LiH. StevensN. WalterP. WeissmanJ. S. (2009). Regulated Ire1-dependent decay of messenger RNAs in mammalian cells. J. Cell Biol. 186 (3), 323–331. 10.1083/jcb.200903014 19651891 PMC2728407

[B17] JaszewskaE. SoinM. FilipekA. NaruszewiczM. (2013). UVA-induced ROS generation inhibition by Oenothera paradoxa defatted seeds extract and subsequent cell death in human dermal fibroblasts. J. Photochem. Photobiol. B Biol. 126, 42–46. 10.1016/j.jphotobiol.2013.07.001 23892189

[B18] JiC. YangB. HuangS. Y. HuangJ. W. ChengB. (2017). Salubrinal protects human skin fibroblasts against UVB-induced cell death by blocking endoplasmic reticulum (ER) stress and regulating calcium homeostasis. Biochem. Biophys. Res. Commun. 493 (4), 1371–1376. 10.1016/j.bbrc.2017.10.012 28988108

[B19] JiangH. LiZ. JiangX. QinY. (2022). Comparison of metabolome and transcriptome of flavonoid biosynthesis in two colors of Coreopsis tinctoria nutt. Front. Plant Sci. 13, 810422. 10.3389/fpls.2022.810422 35356116 PMC8959828

[B20] KomoriR. TaniguchiM. IchikawaY. UemuraA. OkuM. WakabayashiS. (2012). Ultraviolet a induces endoplasmic reticulum stress response in human dermal fibroblasts. Cell Struct. Funct. 37 (1), 49–53. 10.1247/csf.11041 22251794

[B21] LiY. GuoY. TangJ. JiangJ. ChenZ. (2014). New insights into the roles of CHOP-induced apoptosis in ER stress. Acta Biochim. Biophys. Sin. 46 (8), 629–640. 10.1093/abbs/gmu048 25016584

[B22] LiJ. LiuD. WuJ. ZhangD. ChengB. ZhangY. (2016). Ginsenoside Rg1 attenuates ultraviolet B-induced glucocortisides resistance in keratinocytes via Nrf2/HDAC2 signalling. Sci. Rep. 6 (1), 39336. 10.1038/srep39336 27982079 PMC5159887

[B23] LiQ. WangD. BaiD. CaiC. LiJ. YanC. (2020). Photoprotective effect of Astragalus membranaceus polysaccharide on UVA-induced damage in HaCaT cells. PloS One 15 (7), e0235515. 10.1371/journal.pone.0235515 32692781 PMC7373302

[B24] LiY. ZhangJ. YanC. ChenQ. XiangC. ZhangQ. (2022). Marein prevented LPS-Induced osteoclastogenesis by regulating the NF-kappaB pathway *in vitro* . J. Microbiol. Biotechnol. 32 (2), 141–148. 10.4014/jmb.2109.09033 35001005 PMC9628836

[B25] MaY. HendershotL. M. (2004). ER chaperone functions during normal and stress conditions. J. Chem. Neuroanat. 28 (1-2), 51–65. 10.1016/j.jchemneu.2003.08.007 15363491

[B26] MaP. ZhangR. XuL. LiuH. XiaoP. (2022). The neuroprotective effects of coreopsis tinctoria and its mechanism: interpretation of network pharmacological and experimental data. Front. Pharmacol. 12, 791288. 10.3389/fphar.2021.791288 35222009 PMC8874282

[B27] MomoiT. (2004). Caspases involved in ER stress-mediated cell death. J. Chem. Neuroanat. 28 (1-2), 101–105. 10.1016/j.jchemneu.2004.05.008 15363495

[B28] Montes de OcaM. K. PearlmanR. L. McCleesS. F. StricklandR. AfaqF. (2017). Phytochemicals for the prevention of photocarcinogenesis. Photochem Photobiol. 93 (4), 956–974. 10.1111/php.12711 28063168 PMC5500428

[B29] MorishimaN. NakanishiK. NakanoA. (2011). Activating transcription factor-6 (ATF6) mediates apoptosis with reduction of myeloid cell leukemia sequence 1 (Mcl-1) protein *via* induction of WW domain binding protein 1. J. Biol. Chem. 286 (40), 35227–35235. 10.1074/jbc.M111.233502 21841196 PMC3186435

[B30] PetrukG. Del GiudiceR. RiganoM. M. MontiD. M. (2018). Antioxidants from plants protect against skin photoaging. Oxidative Medicine Cellular Longevity 2018 (1), 1454936. 10.1155/2018/1454936 30174780 PMC6098906

[B31] PhoraksaO. ChimkerdC. ThiyajaiP. JudprasongK. TuntipopipatS. TencomnaoT. (2023). Neuroprotective effects of Albizia lebbeck (L.) benth. Leaf extract against glutamate-induced endoplasmic reticulum stress and apoptosis in human microglial cells. Pharm. (Basel) 16 (7), 989. 10.3390/ph16070989 37513900 PMC10384906

[B32] Rajnochova SvobodovaA. RysavaA. CizkovaK. RoubalovaL. UlrichovaJ. VrbaJ. (2022). Effect of the flavonoids quercetin and taxifolin on UVA-induced damage to human primary skin keratinocytes and fibroblasts. Photochem Photobiol. Sci. 21 (1), 59–75. 10.1007/s43630-021-00140-9 34837635

[B33] ReR. PellegriniN. ProteggenteA. PannalaA. YangM. Rice-EvansC. (1999). Antioxidant activity applying an improved ABTS radical cation decolorization assay. Free Radical Biology Medicine 26 (9-10), 1231–1237. 10.1016/s0891-5849(98)00315-3 10381194

[B34] RonD. HabenerJ. F. (1992). CHOP, a novel developmentally regulated nuclear protein that dimerizes with transcription factors C/EBP and LAP and functions as a dominant-negative inhibitor of gene transcription. Genes & Development 6 (3), 439–453. 10.1101/gad.6.3.439 1547942

[B35] ShahZ. A. LiR.-c. AhmadA. S. KenslerT. W. YamamotoM. BiswalS. (2010). The flavanol (−)-epicatechin prevents stroke damage through the Nrf2/HO1 pathway. J. Cereb. Blood Flow & Metabolism 30 (12), 1951–1961. 10.1038/jcbfm.2010.53 20442725 PMC3002885

[B36] ShenJ. HuM. TanW. DingJ. JiangB. XuL. (2021). Traditional uses, phytochemistry, pharmacology, and toxicology of Coreopsis tinctoria Nutt.: a review. J. Ethnopharmacol. 269, 113690. 10.1016/j.jep.2020.113690 33309917

[B37] SkarupovaD. VostalovaJ. Rajnochova SvobodovaA. (2020). Ultraviolet A protective potential of plant extracts and phytochemicals. Biomed. Pap. Med. Fac. Univ. Palacky. Olomouc Czech Repub. 164 (1), 1–22. 10.5507/bp.2020.010 32188958

[B38] SongM. Y. LeeD. Y. ChunK. S. KimE. H. (2021). The role of NRF2/KEAP1 signaling pathway in cancer metabolism. Int. J. Mol. Sci. 22 (9), 4376. 10.3390/ijms22094376 33922165 PMC8122702

[B39] SunW. WangZ. SunM. HuangW. WangY. WangY. (2021). Aloin antagonizes stimulated ischemia/reperfusion-induced damage and inflammatory response in cardiomyocytes by activating the Nrf2/HO-1 defense pathway. Cell Tissue Res. 384 (3), 735–744. 10.1007/s00441-020-03345-z 33502605

[B40] SunS. LiM. WangM. ZhengJ. YinC. WuZ. (2024). Anti-photoaging effect and the mechanism of Coreopsis tinctoria okanin against UVB-induced skin damage in mice. Int. Immunopharmacol. 139, 112657. 10.1016/j.intimp.2024.112657 39024749

[B41] SvobodovaA. ZdarilovaA. MaliskovaJ. MikulkovaH. WalterovaD. VostalovaJ. (2007). Attenuation of UVA-induced damage to human keratinocytes by silymarin. J. Dermatol Sci. 46 (1), 21–30. 10.1016/j.jdermsci.2006.12.009 17289350

[B42] TaiM. ChenJ. ChenJ. ShenX. NiJ. (2024). Endoplasmic reticulum stress in skin aging induced by UVB. Exp. Dermatol 33 (1), e14956. 10.1111/exd.14956 37846942

[B43] TangZ. TongX. HuangJ. LiuL. WangD. YangS. (2021). Research progress of keratinocyte‐programmed cell death in UV‐induced skin photodamage. Photodermatol. Photoimmunol. & Photomed. 37 (5), 442–448. 10.1111/phpp.12679 33738849

[B44] TangD. ChenM. HuangX. ZhangG. ZengL. ZhangG. (2023). SRplot: a free online platform for data visualization and graphing. PLoS One 18 (11), e0294236. 10.1371/journal.pone.0294236 37943830 PMC10635526

[B45] WangL. YaoY. HeR. MengY. LiN. ZhangD. (2017). Methane ameliorates spinal cord ischemia-reperfusion injury in rats: Antioxidant, anti-inflammatory and anti-apoptotic activity mediated by Nrf2 activation. Free Radic. Biol. Med. 103, 69–86. 10.1016/j.freeradbiomed.2016.12.014 28007572

[B46] WangJ. LuL. ChenS. XieJ. LuS. ZhouY. (2020). PERK overexpression-mediated Nrf2/HO-1 pathway alleviates Hypoxia/Reoxygenation-Induced injury in neonatal murine cardiomyocytes via improving endoplasmic reticulum stress. Biomed. Res. Int. 2020, 6458060. 10.1155/2020/6458060 32309436 PMC7136769

[B47] WangY. ChengJ. JiangW. ChenS. (2022). Metabolomics study of flavonoids in Coreopsis tinctoria of different origins by UPLC–MS/MS. PeerJ 10, e14580. 10.7717/peerj.14580 36570002 PMC9774014

[B48] YaoJ. BiH. E. ShengY. ChengL. B. WenduR. L. WangC. H. (2013). Ultraviolet (UV) and hydrogen peroxide activate ceramide-ER stress-AMPK signaling axis to promote retinal pigment epithelium (RPE) cell apoptosis. Int. J. Mol. Sci. 14 (5), 10355–10368. 10.3390/ijms140510355 23685869 PMC3676843

[B49] YuH. JiangG. HuW. XuC. (2022). Pin1 aggravates renal injury induced by ischemia and reperfusion in rats via Nrf2/HO-1 mediated endoplasmic reticulum stress. Acta Cir. Bras. 37 (1), e370101. 10.1590/acb370101 35416857 PMC9000979

[B50] Zagórska-DziokM. MokrzyńskaA. ZiemlewskaA. Nizioł-ŁukaszewskaZ. SowaI. FeldoM. (2024). Assessment of the antioxidant and photoprotective properties of cornus mas L. extracts on HDF, HaCaT and A375 cells exposed to UVA radiation. Int. J. Mol. Sci. 25 (20), 10993. 10.3390/ijms252010993 39456776 PMC11507244

[B51] ZeeshanH. M. LeeG. H. KimH. R. ChaeH. J. (2016). Endoplasmic Reticulum stress and associated ROS. Int. J. Mol. Sci. 17 (3), 327. 10.3390/ijms17030327 26950115 PMC4813189

[B52] ZhangB. WanS. LiuH. QiuQ. ChenH. ChenZ. (2022). Naringenin alleviates renal ischemia reperfusion injury by suppressing er stress‐induced pyroptosis and apoptosis through activating nrf2/ho‐1 signaling pathway. Oxidative Med. Cell. Longev. 2022 (1), 5992436. 10.1155/2022/5992436 36262286 PMC9576412

[B53] ZhongJ. LiangL. ZhaoN. WangJ. ShuP. (2025). Synergistic effects of retinol and retinyl palmitate in alleviating UVB-induced DNA damage and promoting the homologous recombination repair in keratinocytes. Front. Pharmacol. 16, 1562244. 10.3389/fphar.2025.1562244 40343007 PMC12058701

[B54] ZhuX. LiN. WangY. DingL. ChenH. YuY. (2017). Protective effects of quercetin on UVB irradiation-induced cytotoxicity through ROS clearance in keratinocyte cells. Oncol. Rep. 37 (1), 209–218. 10.3892/or.2016.5217 27840962

# Supplementary material for: Coreopsis tinctoria Nutt. attenuates ultraviolet A photodamage by suppressing endoplasmic reticulum stress-induced apoptosis via Nrf2 crosstalk
**Source:** Front Pharmacol. 2025 Dec 12;16:1686234. doi: 10.3389/fphar.2025.1686234
**Supplement:** Supplementary file 1

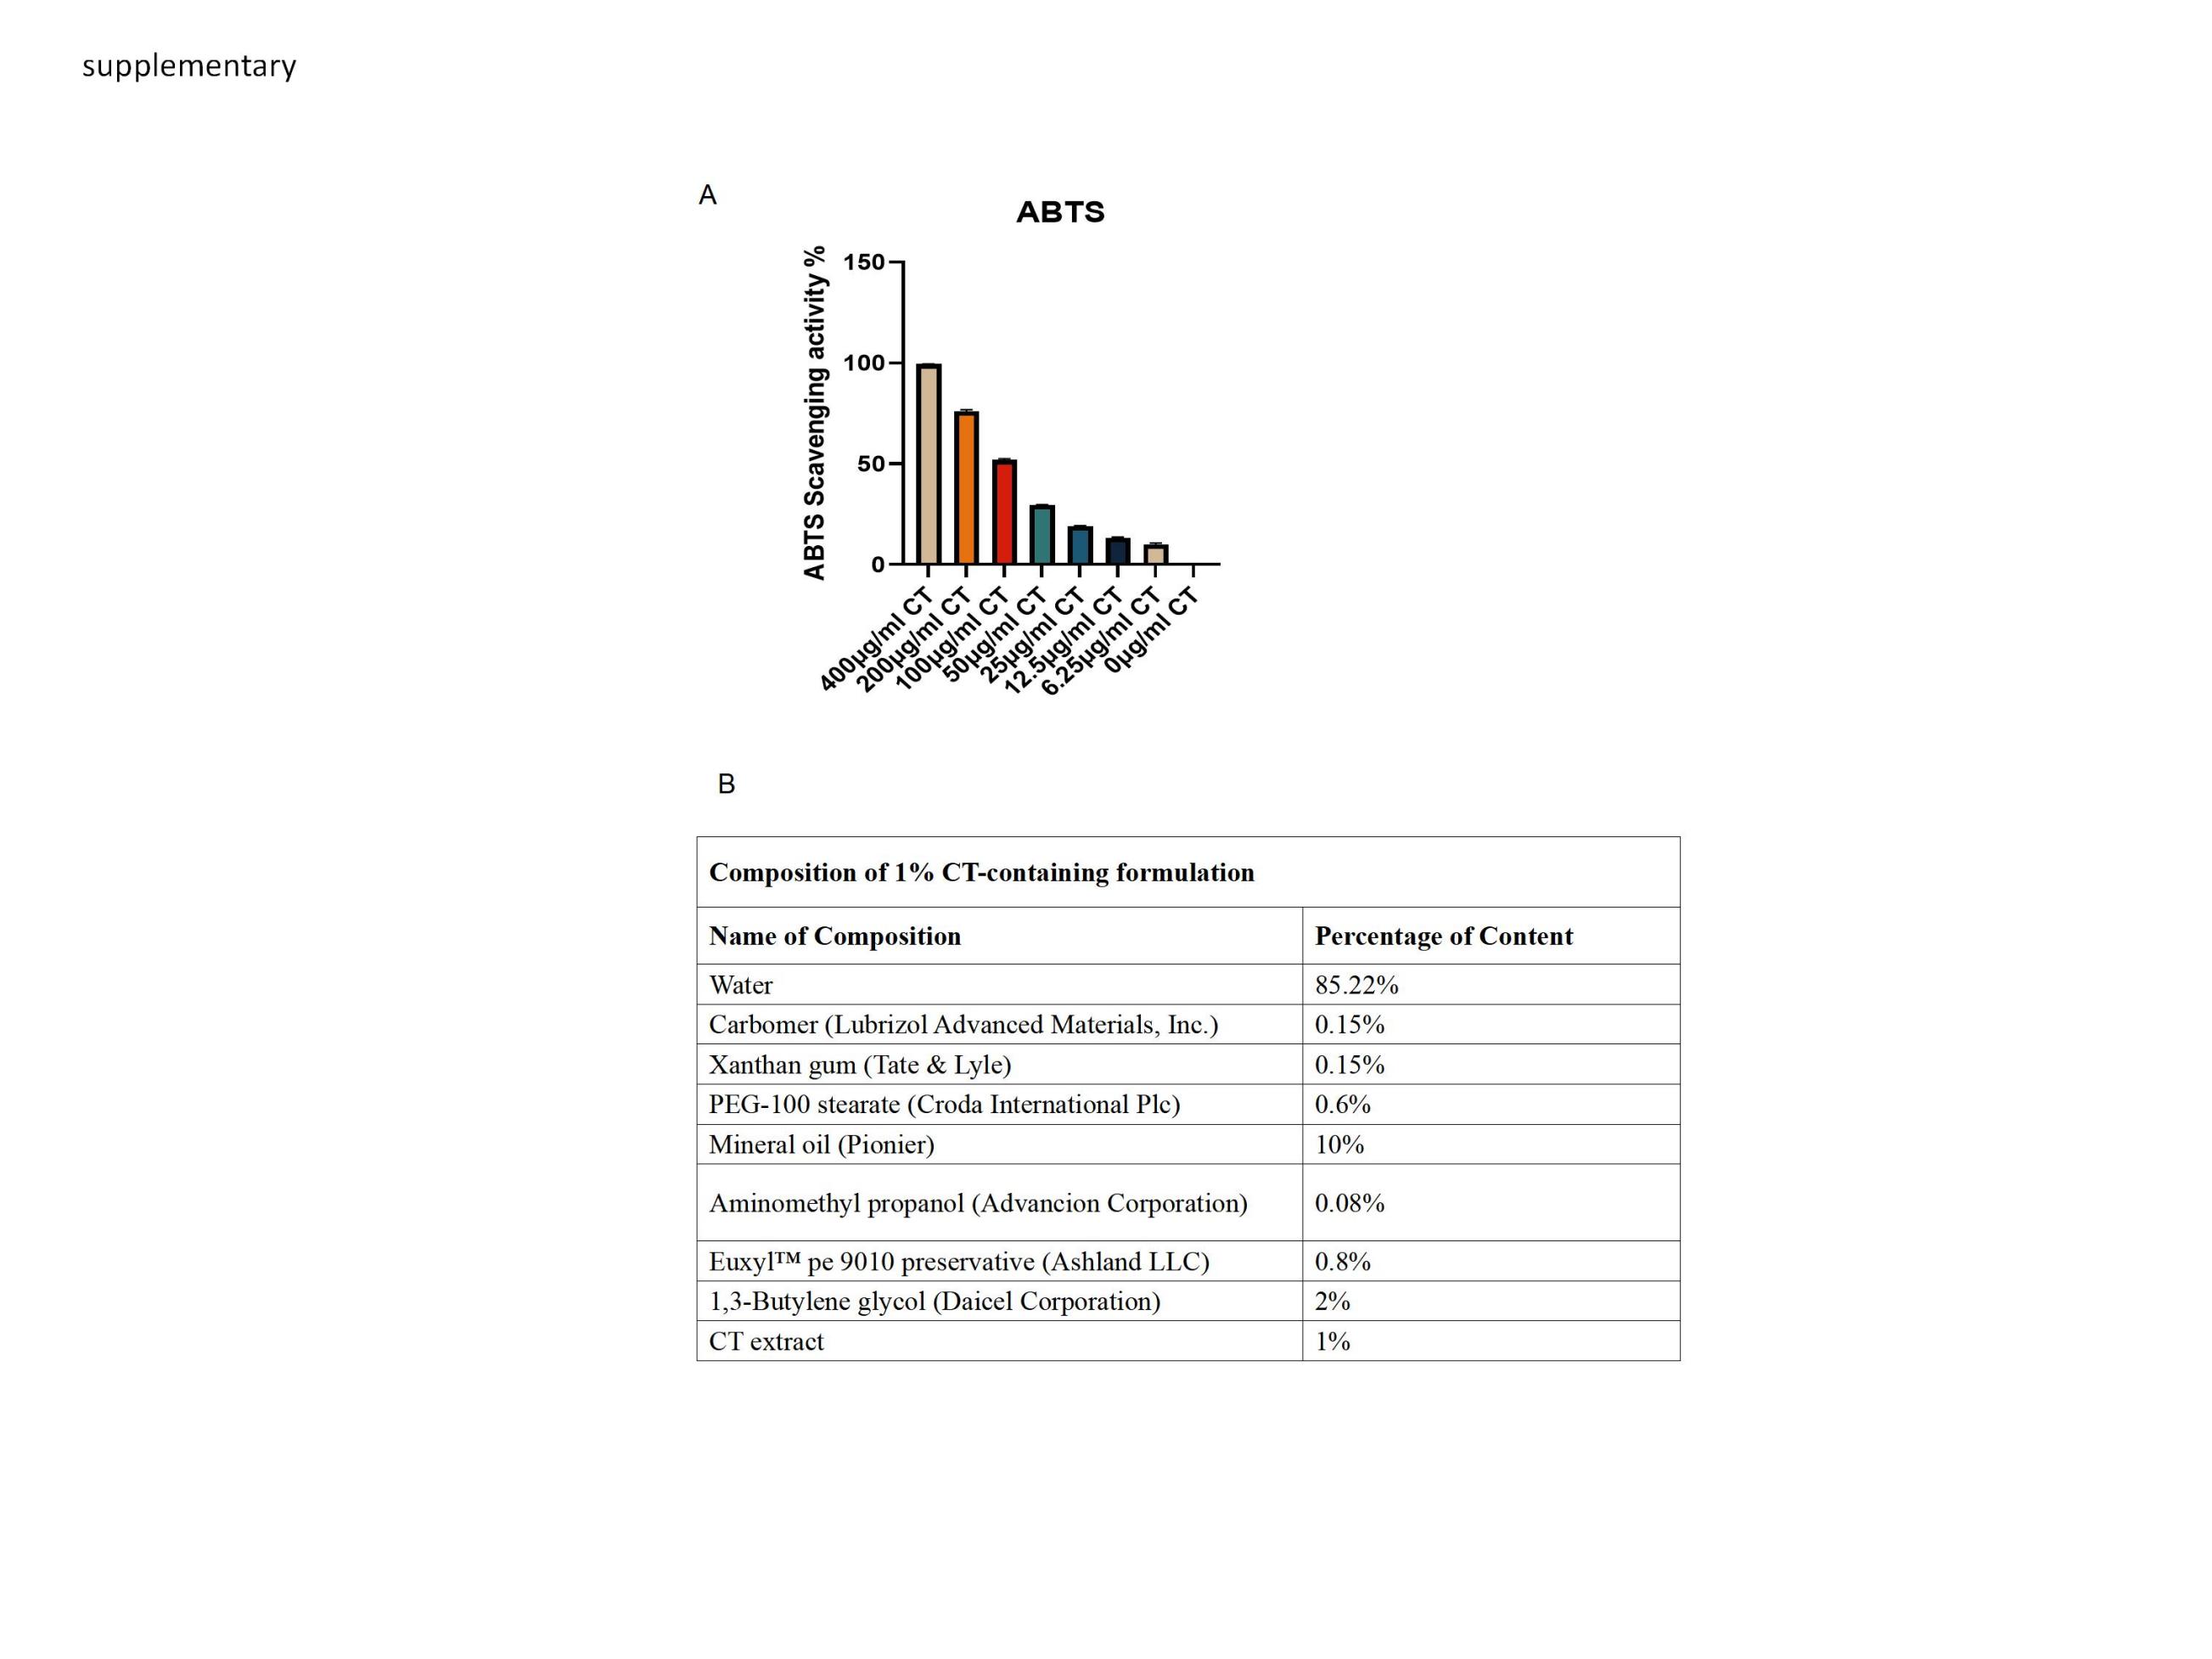

**Supplementary Figure 1**

(A) ABTS assay was performed to determine the antioxidant capacity of CT extract. N=4.

(B) Composition of 1% CT-containing formulation used in the mouse experiments.

How the deposited data were processed for this re-analysis (not part of the article)

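The data were RNA sequencing of HaCaT keratinocytes in 3 groups with 3 libraries each: control cells, cells irradiated with UVA, and cells irradiated with UVA and treated with CT. According to the paper, RNA was extracted with TRIzol, mRNA was captured on oligo(dT) beads and libraries were sequenced on an Illumina NovaSeq instrument. The sample labels name a TransZol kit. The submitters' notes name bcl2fastq without a version, fastp 0.23.2 and the genome build GRCh38, without the role of each. The aligner, the counting program, the annotation and the strand of counting are not given in the sources used here. The authors' table holds whole-number counts per gene, not normalized, for 61311 genes under a gene symbol or an Ensembl identifier. The paper describes FPKM and DEGs at a fold change over 2 and a p under 0.05, and names no test for the DEGs.

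Each column of the table was assigned to its group by its sample label, and 0 columns were left unassigned. Library totals were 17053246 to 19324311 counts in control, 16390289 to 19527286 in UVA and 20129928 to 21971215 in UVA and CT. Genes were kept by edgeR's filterByExpr for the 3 groups, which left 15154. Counts were scaled by TMM, dispersions were estimated over all 9 libraries, and the 3 comparisons of groups were tested with edgeR's quasi-likelihood F test with robust estimation. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and an adjusted p under 0.05 was the threshold. All adjusted p-values of genes come from this test unless another tool is named. Log2 fold changes are those edgeR gives with its default settings, and their standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. Log2 CPM for clustering, principal components and camera used a prior count of 2. Counts of DEGs at the paper's thresholds used an unadjusted p under 0.05 and a fold change over 2. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

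The procedure was tested on simulated data with 50 changed genes per fold, drawn with the library sizes and with the mean and dispersion of each tested gene. Of genes changed 1.25-fold, 48, 42 and 46% were recovered in UVA against control, CT against UVA and CT against control, of genes changed 1.5-fold 68, 78 and 78%, of genes changed 2-fold 78, 88 and 86%, and of genes changed 4-fold 98, 98 and 100%. Of the unchanged genes, 13, 5 and 10 were called. Whether libraries with the same number pair up was checked from the correlation of their residuals, and they were not treated as pairs.

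Gene lists were written from textbook knowledge for 28 pathways or cell types, before the data were examined, as were the choice of test, the thresholds and the rule for naming genes. Those with results given are NRF2 targets, HIF targets, aryl hydrocarbon receptor targets, the PERK and ATF4 arm, the IRE1 and XBP1 arm, ER chaperones and foldases, ERAD, cytosolic heat shock, proteasome subunits, AP-1 and immediate early genes, inflammatory genes, G2/M and mitosis, interferon-stimulated genes, mitochondrially encoded genes, keratinocyte differentiation and pro-apoptotic genes. The 4 ER lists were also joined. The 12 genes of Fig. 5C, read from the figure, were counted but not tested as a set. Sets were tested with camera at a preset correlation of 0.01 and at a correlation estimated from the data, and with fry. These p-values were adjusted over 29 lists, the joined list among them. Camera sets a list against the other genes, and fry sets it against no change. The share of a list that changed was compared with that of all tested genes by Fisher's exact test.

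Genes were named if the paper names them, if they were among the 10 largest rises or 10 largest falls of a comparison with an average log2 CPM of at least 2 and no overlap between the groups, or if they were among the 4 members of a list with the smallest adjusted p. The values shown in Fig. 5C had been seen before this rule was written, and genes outside it are marked where they are named; not every gene that meets the rule is reported. Overlaps of comparisons that share a group were set against 30 simulated sets with no effect, which share libraries in the same way. Alternatives tried were DESeq2, limma-voom, scaling by RLE or by library size only, no filter and a filter of at least 10 counts in every library, a fit of the compared groups alone, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, and an adjusted p under 0.05 with a fold change over 2. A correction for transcript length and GC content, libraries thinned to equal depth and an adjustment over each list alone were added after the data were seen. Gene Ontology terms were not analysed here, because no annotation of genes to terms was at hand, and the paper's cell, protein and qPCR assays were outside the data.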

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

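The sums with pseudogenes, the correction for transcript length and GC content and the thinning to equal depth were chosen after the results were seen; the gene lists and the tools were planned.

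Targets of HIF, the transcription factor of the response to hypoxia, gave a signal in genes that the paper does not discuss. Of 25 tested, 12 were higher in CT-treated UVA-irradiated cells than after UVA alone and 0 lower in edgeR (19 higher when adjusted over the list alone), with 0 lower at an unadjusted p under 0.05 and 11 higher and 0 lower by both DESeq2 and limma-voom. LDHA, lactate dehydrogenase A, had a log2 fold change of 0.43 (adjusted p = 1.23e-07), the glycolytic enzyme PGK1 of 0.28 (adjusted p = 5.72e-05) and the collagen hydroxylase P4HA1 of 0.44 (adjusted p = 5.72e-05). The list had a median of 0.27 and adjusted p = 7.27e-17 by camera, and adjusted p = 0.0101 with an estimated correlation, and it shares 0 genes with the lists of NRF2 targets and of the PERK and ATF4 arm. Against control cells the list had adjusted p = 1.30e-06 by camera, adjusted p = 0.0729 with an estimated correlation and adjusted p = 3.45e-05 by fry. Of its genes, 16 were higher and 2 lower, PFKFB3 and ALDOC, chosen after their values were seen. Only 1 was lower without control replicate 1, 2 or 3 or UVA and CT replicate 1 or 3.

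The fold changes of CT against UVA trended with transcript length (Spearman correlation -0.141 across genes) and GC content (0.131), but with both corrected the median of the HIF list was 0.29, which argues against these trends as the whole cause. With every library thinned to the smallest total, 12 members were higher, which argues against the greater depth of the UVA and CT libraries. Reads shared with pseudogenes, such as LDHAP4 with LDHA (0.79, adjusted p = 0.00157), were weighed by summing each member with its numbered pseudogenes, which left the median at 0.27; pseudogenes held at most 5.20% of the counts of a member, SLC2A3. A response of HIF to CT may explain the pattern, which is a hypothesis formed and tested on the same samples, and oxygen, cell density and HIF protein were not measured.

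Aryl hydrocarbon receptor targets, which the paper does not discuss as such, were the other signal: of 9 tested, 4 rose with CT against UVA, NQO1, UGT1A6, TIPARP and CYP1A1, and 0 fell (6 and 0 when adjusted over the list alone; 0 lower at an unadjusted p under 0.05, and 5 higher and 0 lower by both DESeq2 and limma-voom). NQO1 is in Fig. 5C and among the NRF2 targets, and of the other 8 genes 3 rose. CYP1A1 passed the test with UVA and CT replicate 1 left out and with none of the other 8 libraries left out (adjusted p up to 0.182). The list had adjusted p = 1.21e-06 by camera, adjusted p = 0.193 with an estimated correlation and adjusted p = 0.00568 by fry.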

How the results depend on the processing

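The correction for length and GC content, equal depth and the adjustment over each list alone were chosen after the data were seen, and the other settings were planned.

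The counts of genes changed stayed within 1.5 times under DESeq2, limma-voom, RLE, library size only, the fit of both compared groups alone, the replicate block, the correction for length and GC content and equal depth. With the replicate number as a block they were 2802 for UVA against control, 169 for CT against UVA and 4145 for CT against control. Residuals of libraries with the same number correlated at -0.0481 to 0.0280 over 9 pairs, and of libraries with different numbers at -0.0605 to 0.0623 over 18, so the numbers gave no pairing.

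Where a count moved more, the cause was not tested unless it lies in the setting. DEGs of CT against UVA at the paper's thresholds were 179 by DESeq2, with or without independent filtering. ER stress genes lower with CT than UVA were 14 by DESeq2, 11 by limma-voom, 14 with no filter and 14 with both compared groups alone. With no filter, DEGs at the paper's thresholds were 807 for UVA against control, 535 for CT against UVA and 972 for CT against control, and 561 genes changed between CT and UVA. With at least 10 counts in every library, which tests fewer genes, the DEGs were 137, 17 and 218. A stricter threshold by its construction gave fewer genes changed: 1728, 100 and 2760 at an adjusted p under 0.01, and 230, 16 and 355 at an adjusted p under 0.05 with a fold change over 2. Adjusted over the list alone, 14 ER stress genes were lower, and 10 genes of Fig. 5C and 33 NRF2 targets higher. In the clustering, 9 of 9 libraries grouped with their own group by Euclidean distance with complete linkage and 9 by z-scores. At the paper's thresholds the overlaps were 28 and 202 genes.

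With a library left out, genes changed between CT and UVA ranged from 95 (without UVA replicate 2) to 372 (without UVA and CT replicate 1), with 111 and 124 without UVA replicates 1 and 3 and 115 and 120 without UVA and CT replicates 2 and 3. DEGs of CT against UVA at the paper's thresholds ranged from 131 to 179 (without UVA and CT replicate 1), ER stress genes lower from 6 to 13 (without control replicate 1 or 3) and NRF2 targets higher from 13 (without UVA replicate 2) to 24. PPP1R15A between CT and UVA ranged from -0.0347 (without UVA and CT replicate 3) to 0.112, not past the test. With fry from limma in place of camera, the direction reversed for pro-apoptotic genes and for matrix metalloproteinases and inhibitors in CT against UVA (adjusted p = 0.965 for each), neither past the test. Of 87 results for lists, 71 kept direction and side, 4 no longer passed and 10 newly passed. Because fry and camera test different questions, a changed result is not by itself a conflict.

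Of 150 results of named genes, 146 kept direction and side of the threshold under DESeq2; of 156, 148 did so at equal depth, 153 with the correction for length and GC content and 149 with the block. Of 1404 with a library left out, 1293 did, 106 no longer passed, 4 newly passed and 1 reversed. In simulated data at this depth and number of libraries, small changes were recovered less often than large changes.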

Differences from the paper's values

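The adjustment over the list alone was chosen after the data were seen; the other settings compared here were chosen before the data were examined.

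The paper states 4015 DEGs between UVA and control, 4313 between CT with UVA and control, and 3286 between CT with UVA and UVA alone (the paper's values). At the paper's thresholds, an unadjusted p under 0.05 and a fold change over 2, the numbers here were 334, 460 and 111. With a fold change over 2, none of the alternatives set before the data were examined came within 1.5 times of the paper's numbers. With no threshold on the fold change, 3202, 4517 and 236 genes passed at an adjusted p under 0.05 and 5051, 6061 and 2000 at an unadjusted p under 0.05, within 1.5 times of the paper's numbers for both comparisons with control and not for CT against UVA. With the fold threshold, the highest counts, with no filter on low counts, were 807, 972 and 535. By DESeq2 they were 425, 549 and 179, and by limma-voom 365, 504 and 144. With RLE, library size only, a stricter filter, both compared groups alone, the replicate block, an adjusted p under 0.05 with a fold change over 2, or each library left out in turn, they also differed from the paper's by more than 1.5 times.

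In the tree of Fig. 3C, CT-treated UVA-irradiated cells separate first from the other groups. Here the control libraries split first with average linkage on 1 minus the Pearson correlation, with Euclidean distance and complete linkage, with z-scores, with the 1000 genes of largest variance and with library size only. The 3 groups formed separate clusters for 9 of 9 libraries with Euclidean distance and with z-scores, as the paper states, and for 3 of 9 with average linkage.

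The paper states that most genes of Fig. 5C were significantly higher with CT than after UVA alone. Of the 12 genes, 11 had a positive log2 fold change and 10 were higher at an unadjusted p under 0.05, most of the list as the paper states, while 5 rose at an adjusted p under 0.05 over all tested genes, and 1, TXNIP, fell. Adjusted over the list alone, a setting chosen after seeing the values, 10 were higher and 1 lower, and this setting dropped 0 of the genes called over all tested genes.

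The paper reports the terms for response to ER stress, response to misfolded proteins and ERAD as enriched among its DEGs of CT against UVA. Of 127 tested genes in the ER lists, 7 fell, 6 of them of the PERK and ATF4 arm, and 0 rose in edgeR, a larger share than among all tested genes (Fisher's exact test, one-sided p = 1.28e-05). Fisher's test takes genes as independent, and genes of the same arm may shift together. By camera these lists together had adjusted p = 0.778, and adjusted p = 0.915 with an estimated correlation. There were 18 higher and 19 lower genes at an unadjusted p under 0.05, 14 lower and 2 higher by DESeq2 and 11 lower and 1 higher by limma-voom. Of 45 tested ERAD genes, 0 changed in edgeR, DESeq2 and limma-voom, with 5 higher and 1 lower at an unadjusted p under 0.05. These lists are not the paper's terms, and the paper's DEGs were called at other thresholds.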

Other observations

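The comparisons with other splits of the libraries and the sum over the F8A copies were chosen after the results were seen, as were the correction for length and GC content and the tests of a shift of the UVA libraries.

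In CT-treated UVA-irradiated cells, CYP1A1, UGT1A6 and TIPARP, which are induced through the aryl hydrocarbon receptor, were higher than after UVA alone. UGT1A6, a glucuronosyltransferase that can share reads with UGT1A1, had a log2 fold change of 0.42 (adjusted p = 1.84e-05) and TIPARP, which represses the receptor, of 0.31 (adjusted p = 0.000841). CYP1A1 had a log2 fold change of 1.71 (standard error 0.28, adjusted p = 0.0489) and 16.3 ± 1.73 CPM after UVA. It passed the test with UVA and CT replicate 1 left out, and with none of the other 8 libraries left out (adjusted p up to 0.182), nor with the correction for length and GC content (adjusted p = 0.0504) or at equal depth (adjusted p = 0.0519). The list had a median log2 fold change of 0.42, and its set test did not pass by camera with an estimated correlation (adjusted p = 0.193) and passed by fry (adjusted p = 0.00568).

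Of 13 mitochondrially encoded genes, 3 were higher with CT than after UVA, ND3 (0.35, adjusted p = 0.00133), ATP8 (0.42, adjusted p = 0.0104) and ND2 (0.20, adjusted p = 0.0145), subunits of complex I and of ATP synthase (5 higher and 0 lower when adjusted over the list alone). ATP8 and ND2 did not pass without UVA replicate 1, 2 or 3 or UVA and CT replicate 3 (adjusted p up to 0.0900 and 0.0967), which left 1 gene higher. ATP8, from 8366 to 8572 on the mitochondrial genome, overlaps ATP6, from 8527 to 9207, and can share reads with it. The fold changes of CT against UVA also trended with transcript length across genes (Spearman correlation -0.141). The cause of these calls was not tested. Between UVA and control, 3 fell, COX3 (-0.18), ATP6 (-0.16) and ATP8 (-0.24), and 6 without control replicate 1. ATP8 did not pass without control replicate 2 or 3, UVA replicate 1, 2 or 3 or UVA and CT replicate 3 (adjusted p up to 0.125).

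All 32 tested proteasome genes had a positive log2 fold change between CT and UVA, with a median of 0.10, and 2 passed the test, PSMD3 (0.21, adjusted p = 0.0298) and POMP (0.21, adjusted p = 0.0404), with 8 when adjusted over the list alone. The number was 6 without UVA and CT replicate 1, 1 without control replicate 2, UVA replicate 2 or UVA and CT replicate 2, and 0 without UVA replicate 1 or 3 or UVA and CT replicate 3. The set had adjusted p = 2.55e-08 by camera, adjusted p = 0.679 with an estimated correlation and adjusted p = 0.192 by fry.

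Of 15 genes of keratinocyte differentiation, 5 were higher after UVA than in control cells, FLG (0.71), S100A7 (1.33), S100A8 (1.77), S100A9 (0.48) and SPRR1B (1.58), and 2 lower, IVL (-1.16) and KLK5 (-0.35), with 3 higher without control replicate 2 or UVA replicate 3. S100A8, S100A9 and SPRR1B were chosen after their values were seen. S100A9 did not pass without control replicate 1 or 2 or UVA replicate 3 (adjusted p up to 0.111), and SPRR1B did not pass without control replicate 2 or 3, UVA replicate 1, 2 or 3 or UVA and CT replicate 1 (adjusted p up to 0.193).

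For the cytokines that the paper measured by qPCR and reports as lower with CT than after UVA alone, IL1B had a log2 fold change of 0.28 between CT and UVA in these libraries (adjusted p = 0.279) and IL6 of 0.70 (adjusted p = 0.552), while TNF had too few counts to be tested. Against control, IL1B had a log2 fold change of 1.21 after UVA (adjusted p = 6.85e-05) and 1.49 after UVA and CT (adjusted p = 7.60e-06), and IL6 of 2.00 after UVA and CT (adjusted p = 0.00659, and 0.0934 without UVA and CT replicate 3). Of 25 inflammatory genes, 0 changed between CT and UVA in edgeR, over all genes and when adjusted over the list alone, with 1 higher and 0 lower at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom. Of 26 pro-apoptotic genes, 0 changed in edgeR, over all genes and when adjusted over the list alone, with 3 higher and 3 lower at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom. BAX had a log2 fold change of 0.08 (adjusted p = 0.737).

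Genes of the PERK and ATF4 arm were lower with CT than after UVA, and with the correction for length and GC content the median of the list was -0.27, which argues against those trends as the whole cause. Without a UVA library, the median was -0.28 to -0.24, which argues against a chance shift of 1 UVA library. The set tests that let genes shift together between libraries answer different questions. Camera with an estimated correlation, which sets the list against the other genes, gave adjusted p = 0.240. Fry, which sets the list against no change, gave adjusted p = 0.0219. From log2 CPM, the list median lay 0.258 from 0 in the real split of the compared libraries, and at most 0.125 in other splits. Those splits mix both groups and are too few for a share under 0.05. An effect of CT therefore cannot be told apart from a chance shift of the UVA libraries together. PHGDH (-0.58), and ASNS (-0.47) and SHMT2 (-0.20), both chosen after their values were seen, were lower with CT than in control cells as well, a comparison without the UVA libraries that holds the effects of UVA and of CT together. A lower ATF4 response with CT is the hypothesis for these genes, and it was not tested in other samples.

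F8A1, F8A2 and F8A3, chosen after their values were seen, are near-identical copies. F8A3 had mean counts of 82.7 in control, 98 in UVA and 0 in UVA and CT, and F8A2 of 0, 0 and 99. Their summed counts changed between CT and UVA by a log2 fold change of -0.15, so reads assigned to another copy may account for the switch. The switch followed the treatment groups, and why reads would be assigned differently by group was not tested.

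The gene listed as ENSG00000287856, chosen after its values were seen, had mean counts of 118 in control, 0 in UVA and 110 in UVA and CT. Against a floor of 3 counts over the UVA group its counts were at least 116-fold higher in control and at least 94.0-fold higher in UVA and CT. That floor allows for counting error alone. Like F8A2 and F8A3, the gene switched between 0 and many counts by group. Whether its reads were assigned elsewhere in the UVA libraries was not tested, so these folds are not taken as changes in expression. ENSG00000269693, also chosen after its values were seen, had a mean count of 16 in UVA and 0 in both other groups.

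Other ways to split the 6 libraries of a comparison into groups of 3 number 10 with the real split, which is too few for a share under 0.05. Genes changed were 3202 for UVA against control, 236 for CT against UVA and 4517 for CT against control, and at most 1, 3 and 0 in the other splits. DEGs at the paper's thresholds were 334, 111 and 460, and at most 94, 91 and 122. Between CT and UVA, 7 ER stress genes were lower, and 5 genes of Fig. 5C and 21 NRF2 targets higher. In the other splits there were at most 0 of each. In all 10 splits, 0 ERAD genes were lower. Each other split mixes libraries of both groups, so a difference between the real groups adds to its spread and lowers its counts. The low counts there therefore cannot show that the real split did not arise by chance.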
